# The environmental stress response regulates ribosome content in cell cycle-arrested *S. cerevisiae*

**DOI:** 10.3389/fcell.2023.1118766

**Published:** 2023-04-12

**Authors:** Allegra Terhorst, Arzu Sandikci, Charles A. Whittaker, Tamás Szórádi, Liam J. Holt, Gabriel E. Neurohr, Angelika Amon

**Keywords:** environmental stress response (ESR), cell cycle arrest, cytoplasm dilution, ribosome fraction, growth law

## Abstract

Prolonged cell cycle arrests occur naturally in differentiated cells and in response to various stresses such as nutrient deprivation or treatment with chemotherapeutic agents. Whether and how cells survive prolonged cell cycle arrests is not clear. Here, we used *S. cerevisiae* to compare physiological cell cycle arrests and genetically induced arrests in G1-, meta- and anaphase. Prolonged cell cycle arrest led to growth attenuation in all studied conditions, coincided with activation of the Environmental Stress Response (ESR) and with a reduced ribosome content as determined by whole ribosome purification and TMT mass spectrometry. Suppression of the ESR through hyperactivation of the Ras/PKA pathway reduced cell viability during prolonged arrests, demonstrating a cytoprotective role of the ESR. Attenuation of cell growth and activation of stress induced signaling pathways also occur in arrested human cell lines, raising the possibility that the response to prolonged cell cycle arrest is conserved.

## Introduction

Cell size homeostasis is a conserved feature of all cells, and failure to control cell size correlates with reduced cell fitness and cell senescence (Demidenko and Blagosklonny, 2008; Yang et al., 2011; Neurohr et al., 2019; Lanz et al., 2022). In proliferating cells, size homeostasis requires a tight coordination between biomass accumulation and cell division (Turner et al., 2012; Lloyd, 2013). The presence of growth signals, amino acids, and glucose stimulates macromolecule biosynthesis leading to an increase in cell mass and volume. In budding and fission yeast, cell division is linked to cell growth because cells need to reach a critical minimal size before progressing through the G1/S or G2/M transition, respectively (Jorgensen and Tyers, 2004; Dechant and Peter, 2008). However, many cells are non-proliferating and remain in a prolonged cell cycle arrest. This is the case for terminally differentiated cells in multicellular organisms, or for cells exposed to external signals that halt cell division, such as the presence of pheromone or different forms of stress. How cells regulate their size and maintain viability during prolonged periods without proliferation is unclear.

*Saccharomyces cerevisiae*, or budding yeast, has proven to be a valuable tool in the study of the relationship between cell growth and cell cycle progression because cell growth and division can be uncoupled using temperature-sensitive cell division cycle (*cdc-ts*) mutants, which have mutations in genes required for cell cycle progression (Hartwell et al., 1970). At the restrictive temperature, the *cdc-ts* mutants are unable to progress through the cell cycle but continue to accumulate biomass and thus increase in size, in some mutant strains up to 16 times the size of a wild-type cell (Johnston et al., 1977; Goranov et al., 2009). Previous work from our lab determined that, at the restrictive temperature, the size of many *cdc-ts* mutants eventually plateaus (Goranov et al., 2009). Attenuation of cell growth in large cells has also been observed in cycling and arrested human cells (Cadart et al., 2018; Ginzberg et al., 2018; Liu et al., 2022; Zatulovskiy et al., 2022). In one of the yeast *cdc-ts* mutants, attenuation of cell growth in oversized cells correlated with an unusual dilution of the cytoplasm, suggesting that reduced overall biomass production might cause attenuation of growth during prolonged cell cycle arrests (Neurohr et al., 2019). What causes cytoplasm dilution and growth attenuation is unclear.

The ability or inability to produce ribosomes strongly affects cell size (Jorgensen and Tyers, 2004), and the ribosomal fraction of the proteome correlates with growth rate (Metzl-Raz et al., 2017). As a significant portion of a cells energy is used for biomass accumulation through protein synthesis, the biogenesis of ribosomes is highly regulated to prevent cells from unnecessarily expending energy (Warner, 1999). We hypothesized that cell cycle arrested cells would shift energy expenditure from growth to maintenance of viability.

Here we used different *cdc-ts* mutants as a model system to determine how cells regulate growth and biomass production during prolonged cell cycle arrests in budding yeast. Using ribosome purification and Tandem Mass Tag (TMT) proteomics, we found that ribosomes were specifically downregulated during cell cycle arrests in *cdc-ts* mutants. We saw a similar downregulation of ribosome biogenesis by direct inhibition of TORC1 and in physiological cell cycle arrests induced by pheromone treatment and starvation. All investigated cell cycle arrests led to activation of the Environmental Stress Response (ESR), a transcriptional response to stress in *S. cerevisiae* that decreases translational capacity (Gasch et al., 2000). Hyperactivation of the Ras/PKA pathway increased the ribosome fraction of the proteome, but this was not sufficient to increase the total cellular protein content and did not prevent cytoplasm dilution. This observation suggests that ribosomes are not rate limiting for protein production in arrested cells. Furthermore, constitutive activation of PKA reduced cell survival during the cell cycle arrest and suppressed ESR activation, suggesting that the ESR orchestrates the reallocation of cellular resources from biomass production to cell survival during periods without proliferation.

## Results

### Growth attenuation occurs in *cdc-ts* arrested cells

In order determine the effect of prolonged cell cycle arrests on cell growth, we studied three independent *cdc-ts* mutants: *cdc28-13*, *cdc20-1*, and *cdc15-2*. We decided to examine these three mutants because they arrest in three distinct phases of the cell cycle and grow to different maximum cell volumes. This allowed us to distinguish between global, size-specific, and cell cycle phase-specific observations. Cdc28 is the main cyclin-dependent kinase that drives the yeast cell cycle and *cdc28-13* cells arrest in G1 when shifted to the restrictive temperature (Nasmyth, 1993). Cdc20 is the activating subunit of the anaphase promoting complex that drives the metaphase-anaphase transition and *cdc20-1* mutants at the restrictive temperature arrest in metaphase (Visintin et al., 1979). Cdc15 is a kinase required for mitotic exit, and *cdc15-2* mutants arrest in late anaphase when shifted to the restrictive temperature (Visintin and Amon, 2001).

We measured the mean cell volume of all three *cdc-ts* strains after shift to the restrictive temperature using a Coulter Counter. As a control, a *WT* strain was grown concurrently at the same temperature and was kept at a low cell density by repeated dilution of the culture to avoid confounding factors caused by nutrient deprivation (Terhorst et al., 2020). In agreement with our previous findings (Goranov et al., 2009), the mean cell volume of all three *cdc-ts* strains increased over 9 h and eventually plateaued (Figure 1A). Arrested *cdc28-13* and *cdc15-2* mutant cells grew exponentially during the first phase of the arrest, transitioned to a more linear mode of growth before reaching a plateau at 800 fL and 500 fL, respectively (Figure 1A). *cdc20-1* cells were already larger at the permissive temperature and cell size plateaued at 450 fL after 9 h of cell cycle arrest (Figure 1A). Thus, compared to the exponential cell growth observed in cycling wild type cells (Godin et al., 2010), cell growth is attenuated during prolonged genetically induced cell cycle arrests, independent of which cell cycle phase cells arrest in.

**FIGURE 1:**
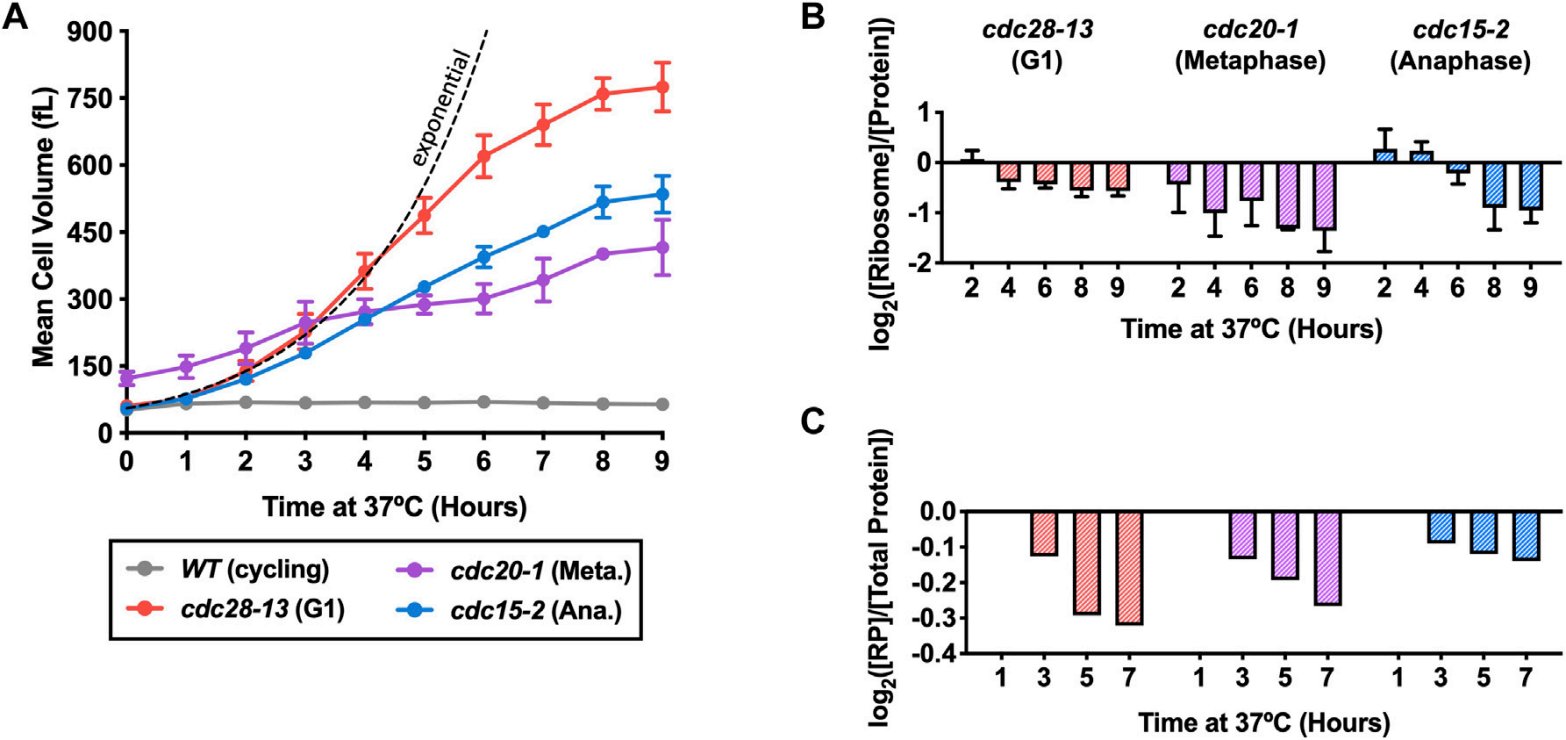
Ribosome concentrations decrease during prolonged cell cycle arrest. *WT* (A2587), *cdc28-13* (A39000), *cdc20-1* (A937), and *cdc15-2* (A2596) cells were grown to log phase in YEPD at 25°C and then shifted to 37°C for 9 h. *WT* cultures were kept in log phase (cycling) at OD_600nm_ 0.2–0.8, by diluting with pre-warmed (37°C) YEPD. **(A)** Mean cell volume (fL) was measured on a Coulter Counter. Error bars represent standard deviations of ≥3 biological replicates and the range of two replicates in *cdc20-1* mutants. The dashed black line indicates theoretical perfect exponential volume growth (90-min doubling time). **(B)** Protein and ribosome concentrations were quantified using a quantitative ribosome purification method as described in the method section. Values were normalized to those of the *WT* cycling samples at each time point and subsequently log_2_ transformed. Error bars represent the range of two biological replicates. **(C)** TMT Proteomics was performed on the *cdc-ts* strains as described in the methods except for the *cdc28-13* arrest, where our previously published TMT proteomics data were used to quantify the ribosomal proteome fraction (Neurohr et al., 2019). The fraction of ribosomal proteins (RP) in total protein extracts ([RP]/[Total Protein]) was determined. Values were normalized to the 1-h time point in each experiment and subsequently log_2_ transformed.

### Ribosomes are downregulated in arrested cells leading to increased cytoplasmic diffusion

We hypothesized that growth attenuation was caused by a reduced cellular ribosome content because ribosomes are rate-limiting for growth in proliferating yeast cells (Metzl-Raz et al., 2017). To test this hypothesis, we measured the protein and ribosome content of the *cdc-ts* mutant strains during 9-h cell cycle arrests to determine protein and ribosome concentrations as cell growth slowed down. Cells were lysed, and protein concentration in the lysates was measured with a Bradford Assay. To determine the concentration of ribosomes, we used a sucrose-cushion centrifugation protocol to enrich for assembled (80S) ribosomal particles and measured rRNA concentration using a spectrophotometer (Terhorst et al., 2020). The ribosomal fraction of the proteome was then determined by normalizing ribosome concentration to total protein concentration. Because the arrest of *cdc-ts* strains requires a temperature shift from 25°C to 37°C, we began protein and ribosome measurements after 2h at 37°C and normalized our measurements to a *WT* cycling culture at 37°C to avoid confounding effects of heat shock (Verghese et al., 2012; Zakhartsev and Reuss, 2018). The ribosomal fraction of the proteome decreased over the 9-h cell cycle arrests in all three *cdc-ts* strains (Figure 1B).

To validate this data, we compared the measured 80S ribosome concentrations to the abundance of ribosomal proteins determined by TMT proteomics. We used our previously published TMT data in *cdc28-13* arrested cells (Neurohr et al., 2019) and generated new data sets for *cdc20-1* and *cdc15-2* arrested cells (Supplementary Table S1). In agreement with our measurements of intact ribosomes, the fraction of peptides from ribosomal proteins continuously decreased over the course of the *cdc-ts* arrests (Figure 1C). However, the detected magnitude of ribosome downregulation differs substantially between the two methods. We cannot exclude that this difference reflects a technical issue, such as, for example, the fact that many proteins are not detected in our proteomics experiment. On the other hand, the two methods report on different ribosome populations: TMT proteomics detects all ribosome subunits while the ribosome purification method only detects assembled 80S ribosomes. Despite the quantitative differences, the data from these two experiments consistently show a specific downregulation of ribosomes during *cdc-ts* cell cycle arrests, which is independent of the cell cycle stage in which cells are arrested. We hypothesize that the resulting decreased translational capacity contributes to attenuation of cell volume increase after prolonged cell cycle arrest.

Cytoplasmic ribosome concentration not only affects translational capacity but also contributes to molecular crowding and thereby indirectly influences important processes, such as phase separation and cytoplasmic diffusion (Delarue et al., 2018). To determine whether cytoplasmic crowding was affected in *cdc-ts* cell cycle arrests, we used genetically encoded multimeric nanoparticles (GEMs) to probe the mesoscale diffusivity of the cytoplasm (Delarue et al., 2018). The median effective diffusion coefficients of GEMs in *cdc-ts* and *WT* cycling cells were measured at different time points over 6 h, at which point ribosome and protein content are downregulated in *cdc-ts* mutants. The median effective diffusion coefficients of the *cdc-ts* and *WT* cycling cells increased considerably between 0 h and 2 h, during which they were shifted to 37°C (Supplementary Figure S1). We attribute this increase to heat shock, which has been previously shown to increase cytoplasmic diffusion (Persson et al., 2020). After the initial heat shock, the median diffusion coefficients of all three *cdc-ts* mutants remained above the median diffusion coefficient of the *WT* cycling cells (Supplementary Figure S1), which decreased gradually after heat shock as previously described (Persson et al., 2020). *cdc20-1* cells had the highest median diffusion coefficient initially and throughout the experiment, in agreement with our observation that *cdc20-1* cells are already downregulating ribosomes at the permissive temperature (Figure 1B). We conclude that ribosome downregulation causes decreased macromolecular crowding of the cytoplasm in *cdc-ts* cells arrested in different cell cycle phases.

### Downregulation of ribosome biogenesis effectively reduces cell growth during physiological cell cycle arrests

Prolonged cell cycle arrests occur naturally when budding yeast cells are exposed to mating pheromone or when nutrients become limiting. As excessive cell growth is detrimental for cell function (Neurohr et al., 2019), we wondered whether downregulation of ribosome content in naturally occurring cell cycle arrests contributes to growth attenuation. We investigated the growth of cells arrested with alpha factor pheromone addition and nutrient starvation. Alpha factor (αf) is a pheromone that arrests mating-type a (*MATa*) yeast cells in G1 until mating is completed (Bardwell, 2004). While this arrest is similar to the genetically induced G1 arrest using *cdc28-ts* mutant strains described in Figure 1A, pheromone exposure in addition leads to cell polarization, reduces TORC1 activity, and is cytoprotective during prolonged G1 arrests (Goranov et al., 2013). For practical reasons, the pheromone induced arrest was conducted in *bar1∆* mutant cells, which are more sensitive to pheromone as BAR1 encodes the protease that degrades alpha factor (Ballensiefen and Schmitt, 1997). Starvation was induced by growing cells to high cell concentrations, which causes nutrient depletion and subsequent cell cycle arrest (Miles et al., 2013). During such stationary growth, both TORC1 and a related nutrient-sensing pathway, the Ras/PKA pathway become inactivated (Conrad et al., 2014; González and Hall, 2017). As comparison, we also treated cells with the TORC1 inhibitor rapamycin, which arrests a majority of cells in G1 (Moreno-Torres et al., 2015).

We first measured mean cell volume throughout each cell cycle arrest. Cells arrested with alpha factor for 9 h reached a maximum mean cell volume of over 200 fL (Figure 2A). WT haploid cells grown into stationary phase reached an OD_600nm_ of 8.5 by 10 h and of 20.0 by 24 h. The mean cell volume of these cells decreased as cells became starved for glucose and entered stationary phase (Figure 2B). Previous work by others showed that the observed decrease in mean cell volume as cells enter stationary phase is caused by the accumulation of small daughter cells in the population while arrested mother cells increase in size (Miles et al., 2019). *WT* haploid cells were arrested with rapamycin for 5 h. Although TORC1 inhibition has been shown to decrease cell size in mammalian cells (Fingar et al., 2002), there was a slow increse in mean cell volume throughout the rapamycin arrest in the *S. cerevisiae* cells (Figure 2C), likely reflecting a cell cycle block and continued biomass accumulation. In comparison to *cdc28-13* G1 arrested cells (Figure 1A), biomass accumulation in these physiological G1 cell cycle arrests is much slower, demonstrating efficient attenuation of cell growth.

**FIGURE 2:**
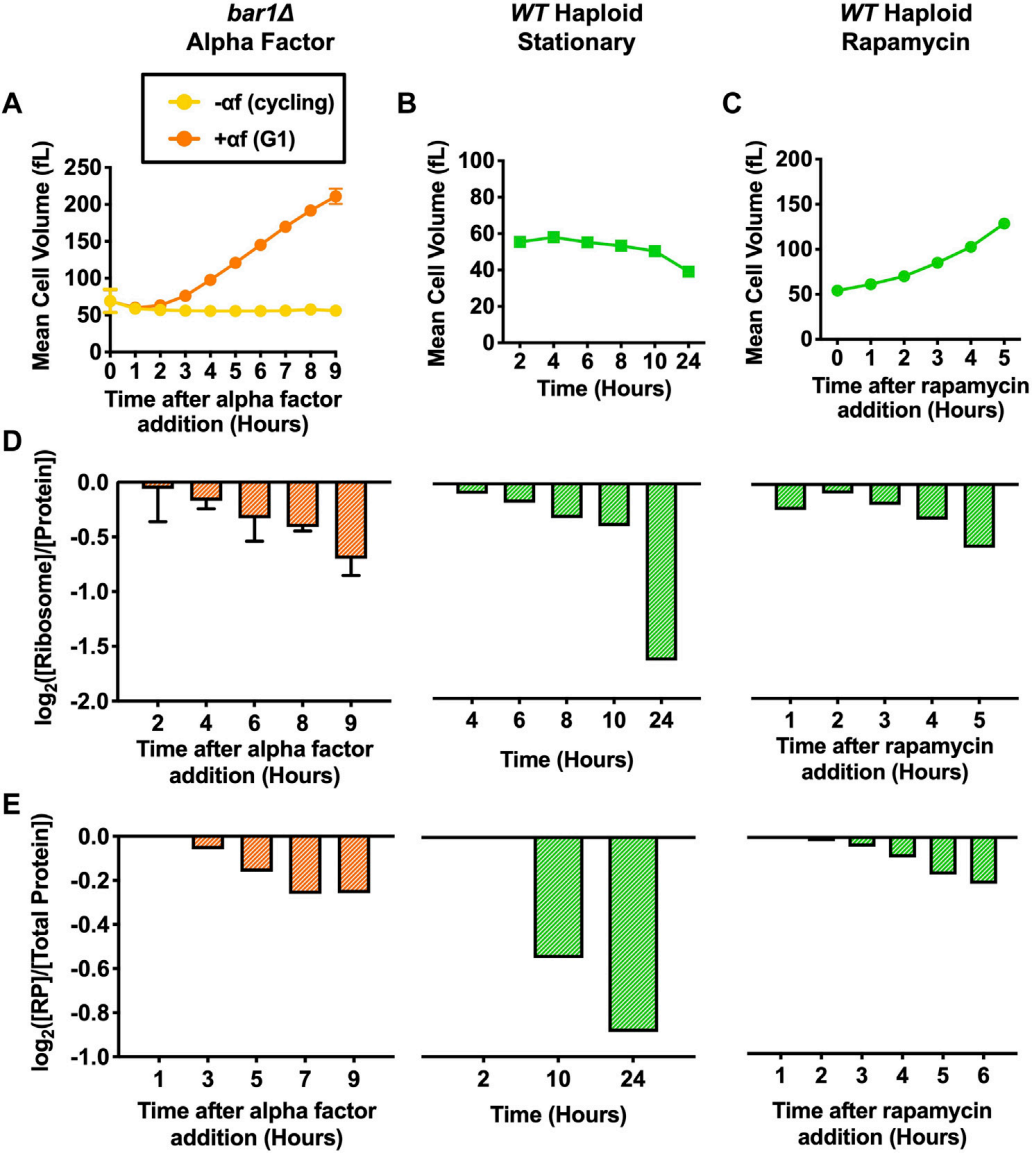
Protein and ribosome quantification of cells arrested in G1 with various methods. For alpha factor experiments, *bar1Δ* (A2589) cells were grown to log phase in YEPD at 30°C. Cells were then divided into two cultures and grown for 9 h at 30°C. 5 μg/mL alpha factor was added to one culture (+αf) while the equivalent volume of DMSO was added to the other (-αf). 2 μg/mL of alpha factor (+αf) or the equivalent volume of DMSO (-αf) was re-added every 2 h. For stationary phase experiments, *WT* haploid (A2587) cells were grown in YEPD for 24 h at 30°C. For rapamycin experiments, *WT* haploid (A2587) cells were grown to log phase in YEPD at 30°C. 5 nM rapamycin was added, and cells were grown for 5 h at 30°C. **(A-C)** Mean cell volume (fL) was measured for **(A)** bar1Δ cells with (+αf) and without (-αf), **(B)** WT haploid cells grown into stationary phase, and **(C)** *WT* haploid cells with added rapamycin (5 nM). For alpha factor experiments, error bars represent standard deviations of three experimental replicates. For the stationary phase and rapamycin experiments, one experimental replicate was performed. **(D)** Protein and intact ribosome concentrations were quantified using the method described in (Terhorst et al., 2020). [Ribosome]/[Protein] was determined. Values were normalized to those of the cycling samples in each experiment (-αf in alpha factor experiments, 2-h time point in stationary phase experiments, and 0-h time point in rapamycin experiments) and subsequently log_2_ transformed. For alpha factor experiments, error bars represent standard deviations of three experimental replicates. The stationary phase and rapamycin experiments were performed once. **(E)** TMT Proteomics was performed for each indicated condition. The fraction of ribosomal proteins (RP) in total protein extracts ([RP]/[Total Protein]) was determined. Values were normalized to the 1-h time point in each experiment and subsequently log_2_ transformed.

Alpha factor treatment, stationary phase and rapamycin treatment inactivate major growth regulatory pathways such as TORC1 and PKA, which are both important upstream activators of ribosome biogenesis. We thus determined whether ribosome concentration was decreasing using our ribosome purification protocol and TMT proteomics. Indeed, each arrest caused a decrease in the ribosomal fraction of the proteome (Figures 2D,E). These experiments demonstrate that ribosome biosynthesis is efficiently downregulated in naturally occuring cell cycle arrests, resulting in efficient attenuation of cell growth.

To ensure the accuracy of our protein and ribosome measurements, the protein and ribosome contents of *WT* haploid and *WT* diploid strains were compared in the stationary phase and rapamycin experiments. The mean cell volume of *WT* diploid cells was between 2–3 times that of *WT* haploid cells throughout both experiments, and this difference was maintained when cells reached stationary phase (Supplementary Figures S2A, B). In the two experiments, the ribosomal fraction of the ribosome was the same for WT haploid and *WT* diploid strains at each time point (Supplementary Figures S2C). Taken together, these measurements support the accuracy of our method to determine changes in the ribosomal fraction of the proteome.

### Cell cycle arrested cells activate the environmental stress response

We next wanted to understand how cells are able to downregulate ribosomes in response to cell cycle arrests. Previous work showed that slow growing cells activate an Environmental Stress Response (ESR) to a degree that is correlated to their growth rate (Brauer et al., 2008; Sheltzer et al., 2012; O’Duibhir et al., 2014; Terhorst et al., 2020). The ESR was discovered as a common transcriptional signature in cells exposed to a variety of stresses, such as oxidative and reductive stresses, heat shock, hyperosmotic shock, proteotoxic stress, and nutrient limitation (Gasch et al., 2000). There are approximately 300 genes upregulated as part of the ESR, which are involved in promotion of cell survival in stressful conditions by increasing autophagy, DNA damage repair, cell wall reinforcement, protein folding, and degradation. Over 600 genes are downregulated as part of the ESR, many of them encoding proteins required for growth related processes, such as transcription, RNA processing, translation, and ribosome biogenesis (Gasch et al., 2000; Ho et al., 2018). Importantly, slow growth and ESR activation correlate with increased resistance to stress (Elliott and Futcher, 1993; Lu et al., 2009; Guan et al., 2012), indicating that the ESR signature reflects a resource allocation from cell growth to cell maintenance and survival.

Although the ESR can be activated at any cell cycle stage (Ho et al., 2018), slow growth and ESR activation correlate with an increased fraction of cells being in G1 (Brauer et al., 2008; O’Duibhir et al., 2014), and our previous work showed that the ESR continuously increases in strength during prolonged G1 arrests (Neurohr et al., 2019). To investigate whether arrests in other cell cycle phases also lead to activation of an ESR, we performed RNASeq experiments (Supplementary Table S2) in cells arrested in G1-, meta- and anaphase as described above and analyzed the transcriptomes using a single-sample Gene Set Enrichment Analysis (ssGSEA) (Subramanian et al., 2005; Barbie et al., 2009; Tarca et al., 2013; Terhorst et al., 2020). This analysis calculates a ranking-based score for gene sets within individual samples. 

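The deposited table holds 7130 rows for 159 libraries. The authors aligned the reads with STAR, quantified them with RSEM and deposited log2(TPM + 1) values, so the read depth of each library is unknown and no counting error can be given. The cdc28-13 (G1) arrest has 26 libraries of total RNA, with 3 WT libraries at each of 2, 4, 6, 8 and 9 h at 37 °C. For cdc28-13 itself there are 3 libraries at 2, 8 and 9 h, and a single library at 4 h and at 6 h. The cdc20-1 (metaphase) arrest has 9 libraries and the cdc15-2 (anaphase) arrest has 10, a single library per strain and time point, and no WT library of the cdc20-1 experiment is listed at 8 h. Comparisons in these 2 arrests therefore have no replicates. Before comparing genes, TPM values were rescaled so that the 6685 rows of nuclear open reading frames summed to 1000000 in each library, because rRNA took between 75.1% and 82.7% of the TPM in the cdc28-13 experiment and between 0.356% and 3.57% in the cdc20-1 and cdc15-2 experiments. In the cdc28-13 experiment, 7 open reading frames annotated inside the ribosomal DNA still took between 74.1% and 87.5% of the rescaled total, which lowers the values of other genes when their share rises. Genes with a mean log2(TPM + 1) of at least 1 were kept, which left 5998 genes in the cdc28-13, 6441 in the cdc20-1 and 6360 in the cdc15-2 experiment. Differences per gene were tested with limma where a group had replicates.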

We used this metric to compare the expression of the stress regulated gene sets identified by Gasch et al. (Gasch et al., 2000). 

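The paper cites published gene sets without printing them, and lists of gene symbols written before the values were seen were used in their place. The stress-induced set holds 66 genes that stand for the iESR. The ribosome set holds 257 genes that stand for the rESR, of which 137 encode cytosolic ribosomal proteins and 120 encode ribosome biogenesis factors. Each set was measured in 2 ways. The ssGSEA projection value ranks all 7130 rows within a library and uses the weight 0.25. The set difference between groups is the median log2 difference of the genes in the set minus the median of all genes kept, so that a shift shared by all genes does not enter it. It is computed from group means, and an SD beside it is over the values of single replicate pairs, so the value need not lie at the centre of the pairs. Each set difference was placed as a percentile among 10000 random gene lists of the same size drawn from genes of similar expression, and values in the outer 2.5% on either side were taken as past the threshold. This percentile describes the genes of a list, which are not independent replicates, and says nothing about the spread between cultures.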

The ssGSEA projection values were calculated separately for stress induced (iESR) and stress repressed ESR (rESR) gene sets. As a point of reference and positive control, we compared ESR activation in cell cycle arrests to our previously published transcriptome data of *WT* cells grown in the presence of 500 mM NaCl for 40 min (Terhorst et al., 2020).

In all three *cdc-ts* arrests, the iESR (Figure 3A) and rESR (Figure 3B) ssGSEA projection values approach or surpass that of the positive control during the 9-h arrests. *cdc20-1* mutant cells already have a high iESR ssGSEA value at the 2-h timepoint, which plateaus after 4 h of arrest at a similar level as the positive control (Figure 3A). 

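In cdc20-1 cells the ssGSEA value of the stress-induced set was 2051 at 2 h, 2524 at 4 h, 2473 at 6 h, 2470.5 at 8 h and 2532 at 9 h. The WT libraries of the same experiment lay at 86.0, 464 and 725 at 2, 4 and 6 h and at 447 at 9 h. On the log2 scale, the stress-induced set was 1.90 above WT at 2 h, 2.19 at 4 h, 1.79 at 6 h and 2.16 at 9 h relative to all genes, and each of these values had percentile 100 among the random lists. At 9 h, 65 of the 66 genes lay above the median of all genes, which itself had shifted by 0.33. The choice that moved the 9 h value most was the gene list. A set of 100 genes derived from the rapamycin libraries gave 0.78 in place of 2.16, also at percentile 100. These cdc20-1 values come from single libraries, and the difference between time points could not be set against a spread between cultures. The published libraries of NaCl-treated cells were not analysed here.

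**Figure D1:**
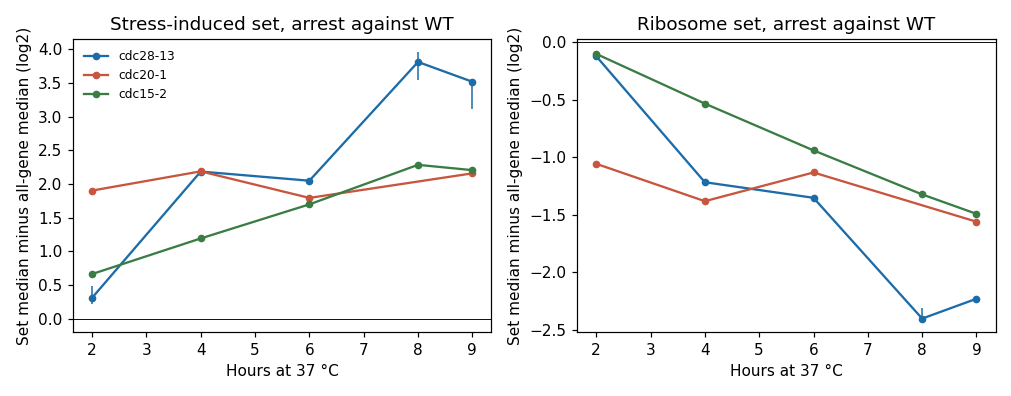
Set difference from WT in log2 units against hours at 37 °C for the stress-induced set (left) and the ribosome set (right), with points at the group values and vertical lines from the lowest to the highest replicate pair of the cdc28-13 arrest. The cdc20-1 line for the stress-induced set starts at 1.90 at 2 h and ends at 2.16 at 9 h.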

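The stress-induced set in cdc28-13 cells lay 0.31 ± 0.14 (SD, n = 3 replicate pairs) above WT at 2 h on the log2 scale, and 2.19 and 2.05 above WT in the single libraries at 4 h and 6 h. It reached 3.81 ± 0.21 (SD, n = 3) at 8 h and 3.52 ± 0.25 (SD, n = 3) at 9 h. All 66 genes of the set lay above the median of all genes at 9 h. In cdc15-2 cells, with a single library per time point, the set rose from 0.66 at 2 h to 1.19 at 4 h, 1.70 at 6 h, 2.29 at 8 h and 2.21 at 9 h. With limma, 82 genes differed between cdc28-13 and WT at 2 h at an adjusted p under 0.05, of which 20 were higher and 62 lower. At 8 h, 3358 genes differed, with 594 higher and 2764 lower. At 9 h, 3043 genes differed, with 643 higher and 2400 lower. The median of all genes moved by -0.98 at 8 h and by -0.77 at 9 h, so the excess of lower genes includes a shift shared by most genes. Centring each library on its median gave 1114 higher and 1343 lower genes at 9 h. Of the 66 stress-induced genes, 52 were higher at 9 h when p was adjusted over all genes, and 52 also when it was adjusted over the set alone. Between the groups, 3422 of 5998 genes did not overlap at 9 h, where chance gives 10% for 3 libraries against 3. HSP12 (YFL014W) rose by 3.65 (SE 0.20, adjusted p = 1.05e-11) and CTT1 by 4.98 (SE 0.50, adjusted p = 7.23e-08), while TPS1 changed by 0.48 (SE 0.23, adjusted p = 0.0859). Gene values at 9 h include the shift of -0.77 in the median of all genes, so TPS1 lay further above that median than 0.48. Rescaling without the ribosomal DNA, chosen after seeing the data, left a shift of -0.12. The largest increases at 9 h were those of DSF1 (9.04), SPG4 (8.35) and IMA2 (8.29), and the largest decreases those of RPL36B (-7.82), RPB10 (-6.18) and YDR365W-B (-6.17). Of these, DSF1, IMA2, RPL36B and YDR365W-B have near-identical copies elsewhere in the genome, and how reads were shared among copies is uncertain.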

In arrested *cdc28-13* and *cdc15-2* mutant cells, the iESR ssGSEA rapidly increases during the first 6 h of the arrest and then plateaus around the same level (Figure 3A). The fact that the iESR ssGSEA plateaus around a maximal value suggests that cells reach a maximal expression level of stress induced genes (Tarca et al., 2013). 

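The ssGSEA values of the stress-induced set in cdc28-13 cells were 973 ± 75.4 (SD, n = 3) at 2 h, 2283 at 4 h, 2519.8 at 6 h, 3039.8 ± 20.4 (SD, n = 3) at 8 h and 2962 ± 29.0 (SD, n = 3) at 9 h. Between 8 h and 9 h the 3 cdc28-13 libraries therefore moved from a range of 3028 to 3063 to a range of 2928 to 2980.5. In cdc15-2 cells the values were 944, 1816, 2343, 2644 and 2627 at 2, 4, 6, 8 and 9 h. At 9 h the cdc28-13 value exceeded that of WT (634.5 ± 93.7, SD, n = 3) by 2327, with an exact two-sided permutation p of 0.1, the smallest p that 3 libraries against 3 allow. From the levelling of the iESR values, the paper proposes that cells reach a highest attainable expression of stress-induced genes.

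**Figure D2:**
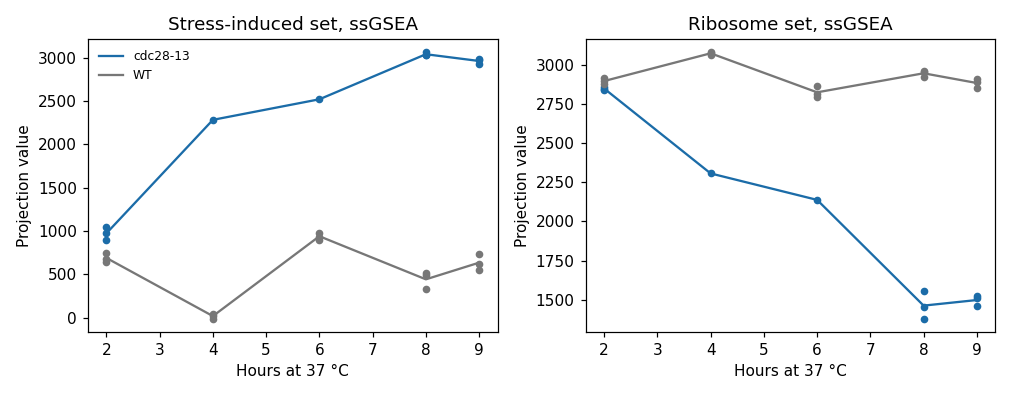
ssGSEA projection value of each library in the cdc28-13 experiment against hours at 37 °C, for cdc28-13 (blue) and WT (grey), with points for libraries and lines through the means. At 9 h the means of the stress-induced set are 2962 in cdc28-13 and 634.5 in WT.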

A similar plateau effect was not observed for the rESR ssGSEA projection (Figure 3B). 

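For the ribosome set, the ssGSEA value in cdc20-1 cells was 2815 at 2 h, 2593.5 at 4 h, 2723 at 6 h, 2759 at 8 h and 2625 at 9 h, against 3168 in WT at 2 h and 3159 in WT at 9 h. On the log2 scale, the set in cdc20-1 cells lay at -1.06, -1.38, -1.13 and -1.56 relative to WT at 2, 4, 6 and 9 h, each at percentile 0.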

In particular, in *cdc28-13* and *cdc15-2* mutants the rESR ssGSEA projection continued to decrease throughout the arrest and well below the control (Figure 3B). 

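In cdc28-13 cells the ssGSEA value of the ribosome set fell from 2851 ± 10.4 (SD, n = 3) at 2 h to 2307 at 4 h and 2138 at 6 h. It was 1461 ± 87.8 (SD, n = 3) at 8 h and 1497 ± 33.0 (SD, n = 3) at 9 h, a difference between these time points that lies within the replicate spread at 8 h. The WT value at 9 h was 2886 ± 31.1 (SD, n = 3), a difference of -1389 (exact two-sided permutation p = 0.1, the smallest p possible). In cdc15-2 cells the values were 3098, 2903, 2707, 2570.3 and 2505 from 2 h to 9 h. The set difference from WT on the log2 scale followed the same order, with -0.12, -1.22, -1.35, -2.40 and -2.23 in cdc28-13 cells and -0.10, -0.53, -0.94, -1.32 and -1.49 in cdc15-2 cells. The 3 replicate pairs of cdc28-13 ranged from -2.40 to -2.31 at 8 h and from -2.22 to -2.20 at 9 h.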

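The ribosomal protein genes and the ribosome biogenesis genes of the ribosome set were also measured apart. At 9 h the ribosomal protein genes lay at -2.85 ± 0.13 (SD, n = 3) and the ribosome biogenesis genes at -1.49 ± 0.15 (SD, n = 3) in cdc28-13 cells, relative to all genes and to WT. The corresponding single-library values were -2.18 and -1.03 in cdc20-1 cells and -1.50 and -1.45 in cdc15-2 cells. At 4 h the order in cdc28-13 cells was the opposite, with -0.96 for ribosomal protein and -1.54 for ribosome biogenesis genes in the single library. The ssGSEA values at 9 h put biogenesis genes further below WT in all 3 arrests, so the order depends on the measure. These values depend on where a group ranks, and ribosomal protein genes ranked higher in WT. In cdc15-2, log2 falls of similar size, -1.50 and -1.45, went with very unlike changes in the ssGSEA value. The ssGSEA values therefore cannot order these groups of genes. In cdc28-13 libraries, ribosomal protein genes had values of 2369 to 2522.5 against 3410 to 3419 in WT. Biogenesis genes had values of 135 to 366 against 2071 to 2196. The cdc20-1 values were 3271 against 3501 and 1735 against 2632. The cdc15-2 values were 3415 against 3506 and 1262 against 2600. With limma at 9 h, 245 of the 257 genes were lower in cdc28-13 and 1 was higher. Adjusted over the set alone, 250 genes differed. At 2 h none of the 257 genes passed, neither over all genes nor over the set alone, while 672 of the 5998 genes had an unadjusted p under 0.05. RPL3 (YOR063W) fell by 2.03 (SE 0.08, adjusted p = 4.77e-14) and RPS3 by 4.34 (SE 0.17, adjusted p = 9.27e-14) at 9 h, and the biogenesis genes NOP1 and NSR1 changed by -3.04 (SE 0.28, adjusted p = 2.06e-08) and -3.24 (SE 0.19, adjusted p = 2.96e-11). These gene values include the shift of -0.77 in the median of all genes.

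**Figure D3:**
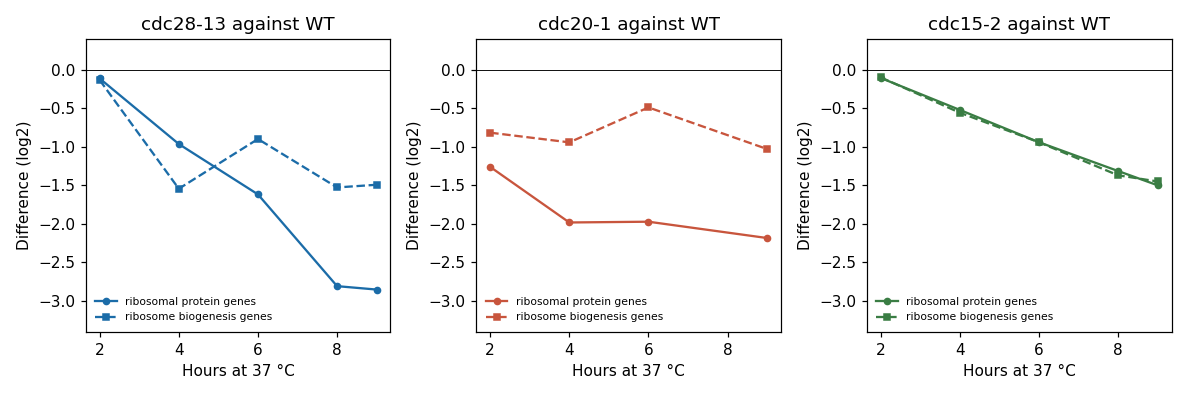
Set difference from WT in log2 units against hours at 37 °C for ribosomal protein genes (solid lines) and ribosome biogenesis genes (dashed lines) in each arrest. At 9 h the cdc28-13 values are -2.85 and -1.49.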

Since a large portion of the rESR genes encode for ribosomal proteins and ribosome biogenesis factors, the ESR signature seen in *cdc-ts* mutants is reflects the selective ribosome downregulation in these strains (Gasch et al., 2000).

**FIGURE 3:**
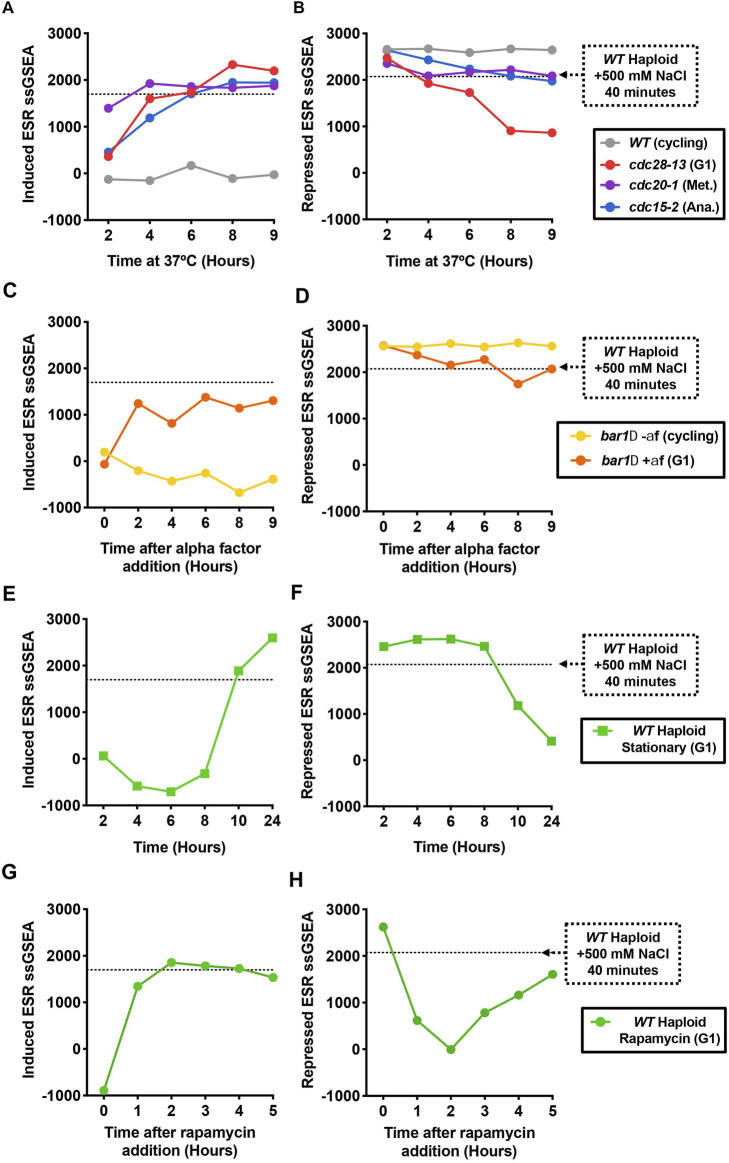
The Environmental Stress Response (ESR) is activated in cell cycle arrested cells. **(A, B)** WT haploid (A2587), cdc28-13 (A39000), cdc20-1 (A937), and cdc15-2 (A2596) cells were grown to log phase in YEPD at 25°C and then shifted to 37°C for 9 h. WT cultures were kept in log phase, termed cycling, at OD_600nm_ 0.2–0.8, by diluting with pre-warmed (37°C) YEPD. RNA-Seq samples were collected, and gene expression data were analyzed by calculating ssGSEA projection values for the **(A)** induced ESR and **(B)** repressed ESR. The horizontal lines represent the induced ESR and repressed ESR ssGSEA projection values for *WT* cells (A2587) treated with 500 mM NaCl for 40 min, a positive control for induction of the ESR. These values were taken from data reported in (Terhorst et al., 2020). **(C, D*)*** Same as in A-B, but for *bar1Δ* (A2589) cells treated with either alpha factor or DMSO as described in Figure 2. **(E, F)** Same as in A-B, but for *WT* haploid (A2587) cells were grown in YEPD for 24 h at 30°C without dilution, reaching an OD_600nm_ of 8.5 by 10 h. **(G, H)** Same as in A-B, but for exponentially growing *WT* haploid (A2587) cells treated with 5 nM rapamycin at t_0_.

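The alpha factor experiment has 12 libraries of bar1Δ cells grown at 30 °C, a single library with alpha factor and a single library with DMSO at each of 0, 2, 4, 6, 8 and 9 h. No replicates exist, so no test between libraries was possible. Cells received 5 µg/mL alpha factor, and the paper states that 2 µg/mL was added again every 2 h. Libraries from 4 h onward follow such additions. The paper describes these samples as enriched mRNA, whereas the sample labels give total RNA, and rRNA took between 11.6% and 24.7% of the TPM. BAR1 (YIL015W) was listed at 0 in 10 of the 12 libraries, and the other values were 0.08 and 0.27 on the log2 scale. FUS1 and FIG1, 2 genes used as checks of pheromone treatment, stood at 9.74 and 11.6 with alpha factor at 9 h and at 4.73 and 1.09 with DMSO. At 0 h FUS1 stood at 3.94 with either treatment. The filter on low values kept 5983 genes.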

We next wanted to confirm whether the ESR also occurs in naturally occurring cell cycle arrests. Indeed, cells grown in the presence of alpha factor exhibit both the induced and repressed ESR (Figures 3C, D) in agreement with previous observations (Ho et al., 2018). 

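At 9 h the stress-induced set lay 2.08 above DMSO on the log2 scale with alpha factor, relative to all genes, whose median had shifted by 0.33. The ribosome set lay at -1.18. Of the genes in the sets, 65 of 66 lay above and 256 of 257 below the median of all genes. At 0 h the stress-induced set stood at -0.26 and the ribosome set at 0.06, the size of difference that 2 libraries gave before any treatment could act. The stress-induced set then stood at 1.71, 1.93 and 2.07 at 2, 6 and 8 h and lower than these at 4 h, and the ribosome set at -0.49, -0.42, -0.81 and -0.59 at 2, 4, 6 and 8 h. From 2 h onward these values had percentile 100 for the stress-induced set and percentile 0 for the ribosome set. The values at 0 h had percentiles 0 and 100, past the threshold in the opposite direction, so passing it does not set treated libraries apart from untreated ones. At 9 h the ssGSEA values were 1567 with alpha factor and -279.6 with DMSO for the stress-induced set, and 2687 and 3113 for the ribosome set. From the response to alpha factor, the paper states that this arrest shows both the induced and the repressed part of the ESR.

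**Figure D4:**
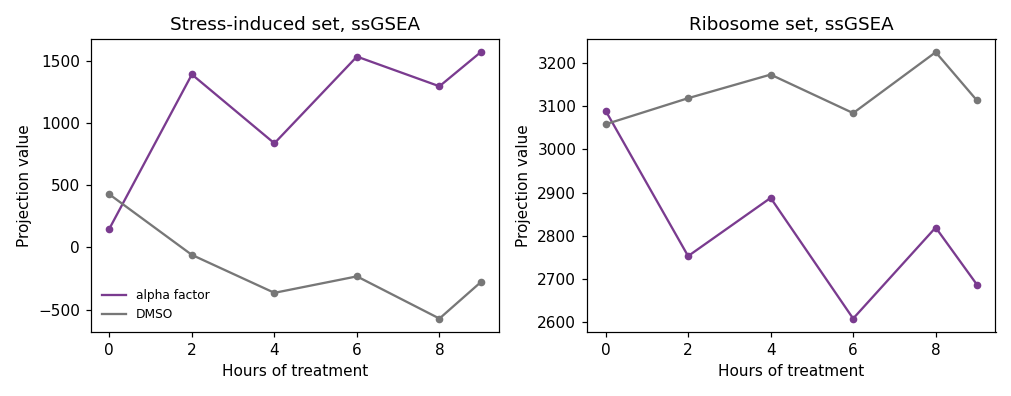
ssGSEA projection value of each bar1Δ library against hours of treatment with alpha factor (purple) or DMSO (grey). The stress-induced set at 9 h is at 1567 with alpha factor and at -279.6 with DMSO.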

Previous work from our lab has shown that alpha factor addition reduces TORC1 activity, raising the possibility that TORC1 inhibition, rather than the cell cycle arrest itself, causes ESR activation in alpha factor-treated cells (Goranov et al., 2013). 

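The stationary phase experiment has 23 libraries and the rapamycin experiment 24, all of total RNA from WT cells at 30 °C, labelled haploid or diploid. Each group holds 2 libraries, except a single haploid library at 4 h of the stationary phase experiment. Fig. 3E–H show haploid cells. The groups allow no exact test under a p of 0.333, so the spread between the 2 libraries is given. After 24 h of growth, the stress-induced set in haploid cells lay 3.62 above its level at 2 h relative to all genes (3.80 and 3.84 in the 2 replicate pairs), and the ribosome set lay at -2.99 (pairs at -3.04 and -3.00). At 10 h they stood at 3.13 (SD 0.13, n = 2) and -1.60 (SD 0.11, n = 2), and at 8 h at -0.07 (SD 0.12, n = 2) and -0.12 (both pairs at -0.08). With 5 nM rapamycin the stress-induced set stood at 2.06 after 1 h, 2.78 after 2 h, 2.94 after 3 h, 2.96 after 4 h and 2.64 (pairs at 2.67 and 2.71) after 5 h. The ribosome set was lowest after 2 h, at -4.42 (pairs at -4.32 and -4.28), and stood at -2.62 (pairs at -2.54 and -2.49) after 5 h. The 5 h values had percentiles 100 and 0.

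**Figure D5:**
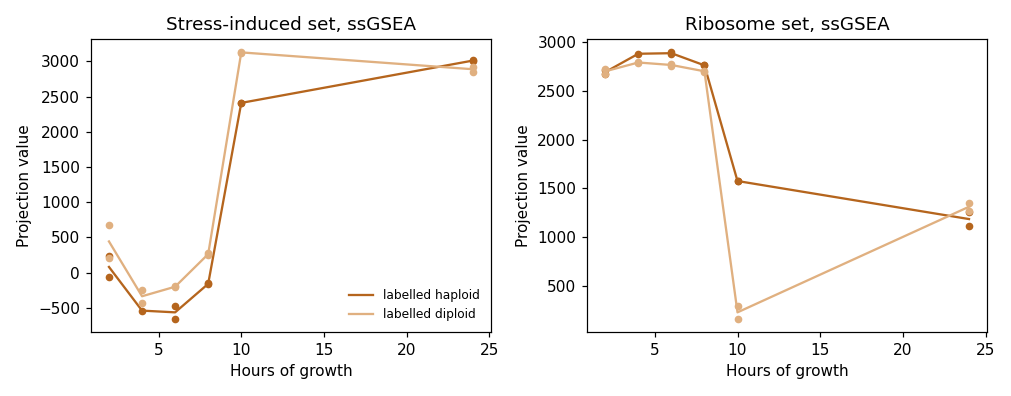
ssGSEA projection value of each library against hours of growth into stationary phase, for libraries labelled haploid (dark) and diploid (light), with points for libraries and lines through the means. The haploid mean of the stress-induced set is 3010.0 at 24 h.

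**Figure D6:**
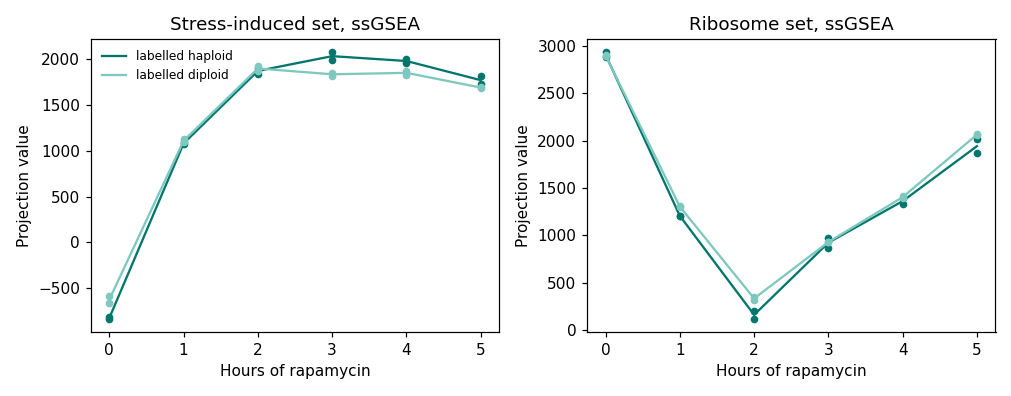
ssGSEA projection value of each library against hours of rapamycin, for libraries labelled haploid (dark) and diploid (light), with points for libraries and lines through the means. The haploid mean of the ribosome set is 161 after 2 h and 1941 after 5 h.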

In support of this idea, direct inhibition of TORC1 with rapamycin or through nutrient depletion leads to strong activation of the ESR (Figures 3E–H) as previously described (Ho and Gasch, 2015; Terhorst et al., 2020). Inhibition of either the TORC1 pathway or the Ras/PKA pathway therefore likely induces the ESR signature in these naturally occurring cell cycle arrests and leads to the downregulation of ribosome biogenesis and growth attenuation.

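With limma, 1513 of 5904 genes differed between 24 h and 2 h in haploid cells at an adjusted p under 0.05, with 614 higher and 899 lower. After 5 h of rapamycin, 1356 of 6004 genes differed from 0 h, with 972 higher and 384 lower, while the median of all genes had moved by 0.23. Each library centred on its median gave 704 higher and 589 lower genes for rapamycin. Open reading frames inside the ribosomal DNA took 64.0% to 75.0% of the rescaled total in rapamycin and 63.8% to 74.8% in stationary phase libraries. Rescaling without them, chosen after seeing the data, gave 1387 higher and 238 lower genes for rapamycin, and 755 and 625 for stationary phase. The split of higher and lower genes therefore depends on the scaling. The variance was estimated over all time points of each experiment, and with only the groups compared, 973 and 782 genes differed. Of the 66 stress-induced genes, 59 were higher and 1 was lower in stationary phase, and 54 were higher after rapamycin. Of the 257 ribosome genes, 198 and 128 were lower. Adjusted over each set alone, 62 and 56 stress-induced genes and 219 and 143 ribosome genes differed. In stationary phase the libraries of the compared groups did not overlap for 3525 genes, and for rapamycin 3407 genes, where chance gives 33.3% for 2 libraries against 2. GRE1 (12.80, SE 1.16, adjusted p = 1.09e-06), SIP18 and HSP26 rose most in stationary phase, and TIF1, YLR264C-A and IMD4 (-6.99, SE 0.44, adjusted p = 2.44e-08) fell most. After rapamycin, DPI8 (9.31, SE 0.92, adjusted p = 1.56e-06), DDR2 and MNC1 rose most and YPL142C, YBL005W-A and PGA2 (-6.41, SE 1.10, adjusted p = 0.000407) fell most. TIF1 and YBL005W-A have near-identical copies and YPL142C overlaps a ribosomal protein gene, so their values are uncertain. From these responses the paper proposes that inhibition of the TORC1 or the Ras/PKA pathway induces the ESR signature in these arrests.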

While it is well understood how nutrient depletion leads to inactivation of the TORC1 and PKA pathways (Conrad et al., 2014; González and Hall, 2017) and thus ESR activation, it is less clear why prolonged cell cycle arrests would lead to a stress response. As growth signaling is highly nutrient sensitive in budding yeast, we hypothesized that the cell surface might become limiting for nutrient import if cells grow too large, causing cells to internally starve. 

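The comparison of prototrophic with auxotrophic cdc28-13 cells has 8 libraries of enriched mRNA, a single library per strain at each of 2, 4, 6 and 8 h at 37 °C, and therefore no replicates. rRNA took between 0.323% and 0.649% of the TPM, and 6211 genes were kept. Of the genes that the strain table lists as restored in the prototroph, HIS3 had a median of 8.40 on the log2 scale in the prototroph and 5.85 in the auxotroph, and TRP1 medians of 7.15 and 6.30. URA3 medians were 7.03 and 7.26. ADE2, which the table lists as intact in both strains, had medians of 7.17 and 6.95. LEU2 (YCL018W) lay between 0 and 0.23 in the prototroph and between 0 and 0.11 in the auxotroph. The table lists URA3 as restored and LEU2 as the marker of a reporter inserted at leu2. The medians of HIS3 and TRP1 were therefore higher in the prototroph, and that of URA3 was not. HIS3, TRP1 and URA3 transcripts were present in the auxotroph too, which the table lists as mutant for these genes. Transcript levels thus cannot tell whether a gene works, and they do not test the strain labels.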

To test this hypothesis, we compared ESR activation in *cdc28-13* G1-arrested cells between an auxotrophic yeast strain, which relies entirely on the import of certain amino acids and nucleobases, and a prototrophic strain, which can produce these nutrients itself. Although the two strains were generally the same size when arrested in G1 at the restrictive temperature of 37°C (Supplementary Figures S3A), ESR activation was weaker in prototrophic *cdc28-13* cells than in auxotrophic *cdc28-13* cells. This difference became more pronounced during the later timepoints of the arrest (Supplementary Figures S3B, C). Thus, inefficient nutrient import contributes to ESR activation in *cdc28-13* G1-arrested cells, potentially as a consequence of a reduced surface to volume ratio. 

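At 8 h the stress-induced set lay at -1.05 in the library labelled prototroph relative to that labelled auxotroph and to all genes, with 61 of its 66 genes below the median of all genes (percentile 0). The ribosome set lay at 0.52, with 228 of 257 genes above the median (percentile 100). The median of all genes differed by -0.17. Measured apart, ribosomal protein genes lay at 0.79 and ribosome biogenesis genes at 0.25. For the ribosome set, the set of 100 genes derived from the rapamycin libraries gave 0.28 at percentile 97.4, short of the threshold. The ssGSEA values at 8 h were 2249.6 in the prototroph and 2921 in the auxotroph for the stress-induced set, and 2714 and 2521 for the ribosome set.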

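Over the arrest, the difference between the libraries labelled prototroph and auxotroph in the stress-induced set was 0.01 at 2 h, -0.12 at 4 h, -0.64 at 6 h and -1.05 at 8 h. In the ribosome set it was 0.14, 0.11, 0.39 and 0.52. The ribosome set at 2 h (percentile 87.6) and at 4 h fell short of the threshold. Whether the trend exceeds the spread between cultures could not be tested.

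**Figure D7:**
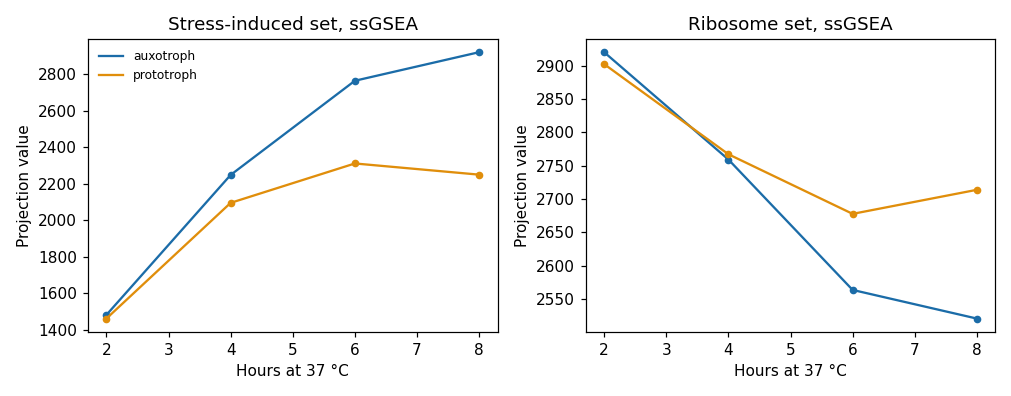
ssGSEA projection value of each cdc28-13 library against hours at 37 °C, for the libraries labelled auxotroph (blue) and prototroph (orange), a single library per point. At 8 h the stress-induced set is at 2921 in the auxotroph and at 2249.6 in the prototroph.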

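In the libraries labelled auxotroph the ssGSEA value of the stress-induced set rose from 1481 at 2 h to 2248 at 4 h and 2764 at 6 h. In those labelled prototroph it was 1461 at 2 h, 2095 at 4 h and 2311 at 6 h. From the weaker response of the prototroph, the paper concludes that poor nutrient import contributes to ESR activation in G1-arrested cells.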

In agreement with this hypothesis, ESR strength correlates strongly with cell size across the different *cdc-ts* arrests (Supplementary Figures S3D, E). As prototrophic strains still elicit an ESR, it is likely that either uptake of additional nutrients, such as glucose, is also limiting in arrested cells or that other arrest associated stresses contribute to ESR activation.

### Downregulation of PKA during cell cycle arrests is cytoprotective

To understand the physiological consequences of ESR activation in *cdc-ts* cell cycle arrests, we wanted to observe the effects of preventing ESR activation during these arrests. Nutrient sensing pathways such as the TORC1 and PKA pathway play an important role in the regulation of stress responsive genes. For example, hyperactivation of the Ras/PKA pathway changes the localization of transcription factors that control expression of stress regulated genes (Marion et al., 2004). Because TORC1 and PKA also directly regulate other processes such as protein translation and metabolism (Conrad et al., 2014), the interpretation of experiments involving altered activities of these kinases is not straight forward.

Nevertheless, we wondered whether we could suppress ESR activation by hyperactivating PKA during cell cycle arrests. In order to make PKA constitutively active, we depleted Bcy1 using an auxin-inducible degron (AID) (Nishimura et al., 2009; Morawska and Ulrich, 2013). Bcy1 is a direct inhibitor of the three *S. cerevisiae* PKA isoforms Tpk1-3 (Toda et al., 1987). Previous work from our lab confirmed rapid degradation of AID-Bcy1 within 90 min of auxin addition (Kane et al., 2021). Because inactivation of PKA is required to survive heat shock (Kane et al., 2021) we waited for 2 h after the shift to the restrictive temperature before adding auxin to prevent heat-shock related cell death. 

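The Bcy1 depletion experiment has 47 libraries of WT, cdc28-13, cdc20-1 and cdc15-2 cells with and without AID-BCY1, in 2 series. Cells were kept at 37 °C, and 500 µM auxin was added after 2 h and, by the paper's legend, again after 4 h. Libraries at 2 h precede auxin, and those at 4 h and 6 h follow 2 h and 4 h of it. The libraries at 6 h also follow the addition at 4 h. The parent strains received auxin as well. Each group has a library from each series, except WT at 2 h with a single library. The paper describes enriched mRNA and the sample labels give total RNA, and rRNA took between 3.74% and 33.4% of the TPM. Libraries of the same series and time deviated together, with correlations across genes between 0.199 and 0.346, so AID-BCY1 was compared with its parent within series and time, in 4 pairs over 4 h and 6 h, with series as a covariate in limma. The filter kept 6078 genes. The degron acts on the protein, and the BCY1 (YIL033C) transcript was read first. At 2 h, before auxin, it stood at 7.24 (n = 2) in WT AID-BCY1 and at 7.19 in WT, at 6.77 and 7.86 (n = 2 each) in the cdc28-13 strains, at 7.39 and 8.29 in the cdc20-1 strains and at 7.18 and 8.19 in the cdc15-2 strains. In the AID-BCY1 strains, where the paper lists BCY1 behind another promoter, it changed by -0.54 (SE 0.17, adjusted p = 0.0218) in WT, -1.55 (SE 0.17, adjusted p = 3.03e-08) in cdc28-13, -1.49 in cdc20-1 and -1.62 in cdc15-2 over 4 h and 6 h. The libraries labelled WT, WT AID-BCY1 and cdc15-2 AID-BCY1 held alpha-type mating transcripts, although the strain table lists these strains as MATa.

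**Figure D8:**
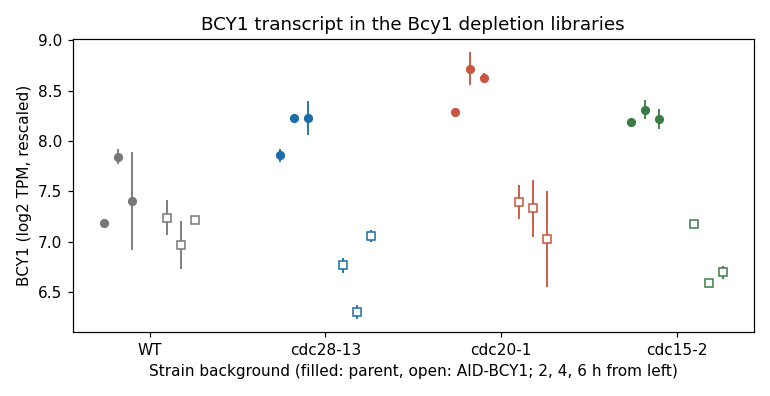
BCY1 transcript (rescaled log2 TPM) by strain background, with filled symbols for parents and open symbols for AID-BCY1, at 2, 4 and 6 h from left, as means with lines from the lowest to the highest library. At 2 h the means are 7.86 in cdc28-13 and 6.77 in cdc28-13 AID-BCY1.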

RNA samples were taken after auxin addition and processed for RNASeq analysis. 

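In WT cells, the stress-induced set lay at -1.17 ± 0.36 (SD, n = 4 pairs) in AID-BCY1 relative to the parent and to all genes over 4 h and 6 h, with 64 of 66 genes below the median of all genes (percentile 0). It stood at -1.43 (pairs at -1.52 and -1.47) at 4 h and at -0.86 (SD 0.29, n = 2) at 6 h, and at -0.04 in the single pair at 2 h, before auxin. The ribosome set lay at 0.08 ± 0.30 (SD, n = 4 pairs), smaller than the spread between pairs, although its percentile was 100. At 4 h the ribosome set stood at 0.32 (SD 0.15, n = 2), and at 6 h at -0.15 (SD 0.18, n = 2; percentile 10.8). Its ssGSEA value in AID-BCY1 was 3165.8 against 3001.8 in the parent at 4 h and 3008.7 against 2992 at 6 h, where the 2 parent libraries lay at 2875 and 3109. With limma, 1479 genes differed at an adjusted p under 0.05, of which 567 were higher and 912 lower. Without the series covariate that pairs the libraries, 1226 genes differed, and with only the WT strains in the model, 715. The main fit treats libraries of the same strain and series at different times as independent. With culture as a random effect, 1193 genes differed. Of the 66 stress-induced genes, 53 were lower, and 55 differed when p was adjusted over the set alone. Of the 257 ribosome genes, 14 were higher, and 5 differed when p was adjusted over the set alone. All 4 pairs moved the same way for 1967 of 6078 genes, where chance gives 12.5% if the pairs are independent. They come from 2 series sampled at 4 h and 6 h, so the share that chance gives may be higher. HSP12 fell by 5.52 (SE 0.22, adjusted p = 3.5e-17) and CTT1 changed by -0.52 (SE 0.25, adjusted p = 0.145). LEU2 (-6.62, SE 0.25, adjusted p = 2.6e-17), HSP12 and DDR2 had the largest decreases, and BSC1 (3.26, SE 0.31, adjusted p = 6.79e-09), YFL051C and PRM7 the largest increases. LEU2 was already low in the AID-BCY1 libraries at 2 h, before auxin. The strain table lists an insertion at leu2 in these strains, so its difference cannot be read as an effect of Bcy1 depletion.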

Depletion of Bcy1 in cycling *WT AID-BCY1* cells reduced expression of stress-induced genes (Figures 4A–C) and slightly increased expression of stress-repressed genes (Figures 4D–F). 

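Relative to its parent and to all genes, AID-BCY1 lowered the stress-induced set to -1.81 ± 0.14 (SD, n = 4 pairs) in cdc28-13, -1.57 ± 0.18 (SD, n = 4) in cdc20-1 and -2.18 ± 0.28 (SD, n = 4) in cdc15-2 over 4 h and 6 h. The ribosome set lay at 0.49 ± 0.11 (SD, n = 4), 0.56 ± 0.27 (SD, n = 4) and 0.56 ± 0.14 (SD, n = 4). In all 3 backgrounds the percentile was 0 for the stress-induced and 100 for the ribosome set, and all 4 pairs had the sign of the mean. Before auxin, at 2 h, the stress-induced set already stood at -0.48 (SD 0.16, n = 2) in cdc28-13, at -0.08 (SD 0.32, n = 2) in cdc20-1 and at -0.23 (pairs at -0.45 and -0.26) in cdc15-2. The gene list mattered most for the stress-induced set, and the set of 100 genes derived from the rapamycin libraries gave -0.11, -0.36 and -0.39. With limma, 2094 genes differed in cdc28-13 (580 higher, 1514 lower), 2089 in cdc20-1 (727 higher, 1362 lower) and 2365 in cdc15-2 (699 higher, 1666 lower). Centring each library on its median gave 1399, 1389 and 1813 higher genes. Without the series covariate that pairs the libraries, 1849, 1870 and 2133 genes differed, and with culture as a random effect, 1831, 1836 and 2108. Of the 66 stress-induced genes, 66, 62 and 65 were lower, and of the 257 ribosome genes 130, 151 and 146 were higher. Adjusted over each set alone, 66, 64 and 65 stress-induced genes and 55.3%, 61.5% and 61.9% of the ribosome genes differed. HSP12 changed by -5.37, -3.28 and -5.63 and CTT1 by -2.36, -2.01 and -3.20 in cdc28-13, cdc20-1 and cdc15-2. LEU2, which was already low in the AID-BCY1 libraries before auxin, was among the 3 largest decreases in each background (-6.06, -5.43 and -7.48). The others were HSP12 and DDR2 in cdc28-13, and mating-type genes in cdc20-1 and cdc15-2, where the libraries of AID-BCY1 and parent held transcripts of opposite mating types.

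**Figure D9:**
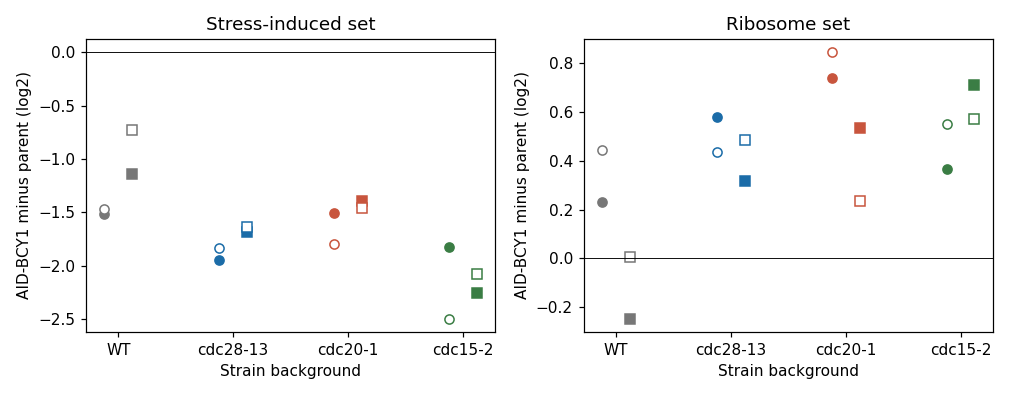
Difference between AID-BCY1 and its parent in log2 units, relative to all genes, for each pair of series and time (circles at 4 h, squares at 6 h, filled and open symbols for the 2 series). The means of the stress-induced set are -1.17 in WT, -1.81 in cdc28-13, -1.57 in cdc20-1 and -2.18 in cdc15-2.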

Consistent with Bcy1 depletion repressing ESR activation, expression of stress-induced genes was largely suppressed in *cdc28-13 AID-BCY1*, *cdc20-1 AID-BCY1,* and *cdc15-1 AID-BCY1* cells upon auxin addition (Figures 4A–C) and downregulation of stress-repressed genes was prevented (Figures 4D–F). In conclusion, ESR activation was at least partially prevented in all cell cycle arrests when PKA was constitutively active.

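How much of the arrest response remained in the AID-BCY1 strains was read by comparing each arrested strain with the WT strain of the same kind. At 2 h, before auxin, the stress-induced set lay 0.34, 0.90 and 0.48 above WT in the cdc28-13, cdc20-1 and cdc15-2 parents (n = 1 pair each), and at -0.11, 0.89 and 0.02 relative to WT AID-BCY1 in the AID-BCY1 strains (pairs at -0.20 and -0.12, 0.66 and 0.99, and -0.23 and 0.24). At 4 h the stress-induced set lay 0.75, 1.38 and 0.72 above WT in the cdc28-13, cdc20-1 and cdc15-2 parents (SD 0.04, 0.64 and 0.50, n = 2 pairs each), and 0.57, 1.32 and 0.26 above WT AID-BCY1 in the AID-BCY1 strains (SD 0.06, 0.55 and 0.29, n = 2 each). In cdc28-13 and cdc15-2 the gap between parents and AID-BCY1 strains at 4 h was no larger than at 2 h. The parents' values at 2 h rest on a single WT library, so these gaps cannot decide whether the arrest response fell after auxin. The comparison also takes out the fall in WT AID-BCY1 itself. Relative to the parent, the stress-induced set of cdc28-13 AID-BCY1 went from -0.48 at 2 h to -1.84 at 4 h. In cdc15-2 it went from -0.23 to -2.06, in cdc20-1 from -0.08 to -1.69 and in WT from -0.04 to -1.43. Relative to the parents, the set was therefore lower after auxin than before. At 6 h the stress-induced set lay 1.71 above WT in cdc28-13 (SD 0.20, n = 2 pairs). It lay 0.88 above WT AID-BCY1 in cdc28-13 AID-BCY1 (pairs at 0.89 and 0.91). In cdc20-1 the set lay at 1.46 (SD 0.22, n = 2) in the parent and between 0.97 and 1.12 in the 2 AID-BCY1 pairs. In cdc15-2 the values were 1.33 (pairs at 1.39 and 1.46) and 0.20 (pairs at 0.0024 and 0.18). At 6 h the ribosome set lay at -0.68, -0.72 and -0.67 relative to WT in the parents (SD 0.0076, 0.38 and 0.43). In the AID-BCY1 strains it lay at -0.16, -0.28 and 0.14 relative to WT AID-BCY1 (n = 2 pairs each). At 4 h the parents stood at -0.26, -0.77 and -0.15 and the AID-BCY1 strains at -0.14, -0.42 and -0.03. Before auxin, at 2 h, the parents stood at -0.35, -0.395 and -0.02 (n = 1 pair each). The AID-BCY1 strains then stood at -0.07, -0.29 and 0.14. Whether the AID-BCY1 effect on a set was larger in an arrested background than in WT was tested by exact two-sided permutation of the 4 pair values per background, in 6 tests, where the smallest possible p is 0.0286. The differences in the stress-induced set were -0.56 in cdc28-13 (exact p = 0.0286, adjusted p = 0.0857), -0.33 in cdc20-1 (exact p = 0.257, adjusted p = 0.257) and -0.95 in cdc15-2 (exact p = 0.0286, adjusted p = 0.0857), and none passed the adjustment, which a p of 0.0286 could do only if at least 4 of the 6 tests reached it. With limma, 23, 11 and 36 of the 66 stress-induced genes had a more negative AID-BCY1 effect in cdc28-13, cdc20-1 and cdc15-2 than in WT (1, 3 and 1 more positive), and 22, 78 and 45 of the 257 ribosome genes had a more positive effect (0, 4 and 0 more negative). In the ribosome set the differences were 0.35, 0.48 and 0.44, with exact p values of 0.0857, 0.0571 and 0.0571 and adjusted p values of 0.103, 0.0857 and 0.0857. These tests leave out that the pairs share series and time with those of WT, and that the 4 pairs come from 2 series sampled at 2 times, so they are not 4 independent cultures. Matched by series and time, in a test chosen after seeing the data, all 4 differences had the same sign except in the stress-induced set of cdc20-1 and the ribosome set of cdc28-13 (3 of 4 each), with exact p values of 0.125, the smallest possible, and of 0.25 for these exceptions. From the lower iESR and higher rESR values, the paper concludes that constitutive PKA activity prevented ESR activation at least in part in all 3 arrests.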

**FIGURE 4:**
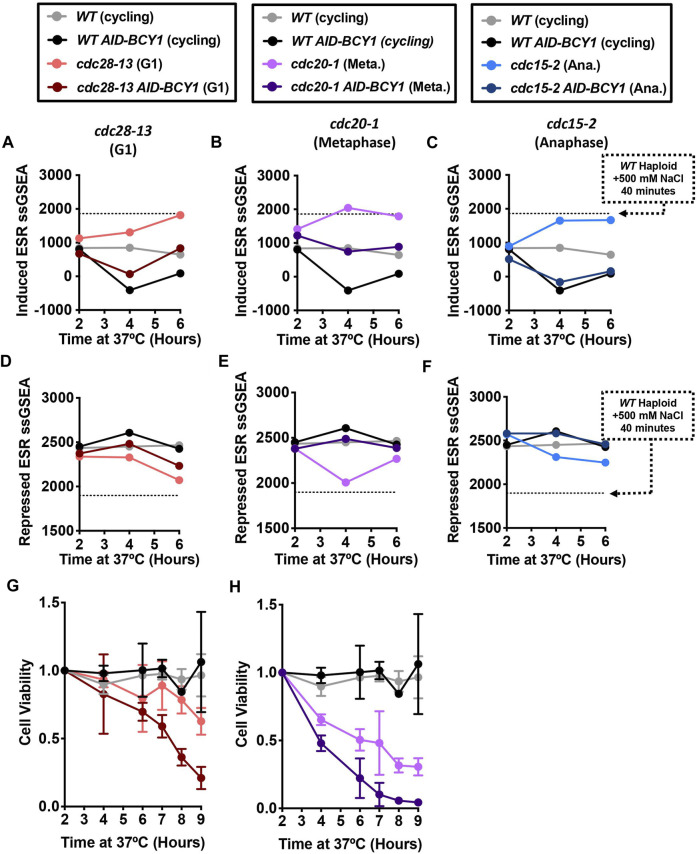
Hyperactivation of the Ras/PKA pathway suppresses the ESR and reduces the viability of cell cycle-arrested cells. *WT* (A2587), *WT AID-BCY1* (A40439), *cdc28-13* (A39000), *cdc28-13 AID-BCY1* (A40444), *cdc20-1* (A937), *cdc20-1 AID-BCY1* (A40499), *cdc15-2* (A2596), and *cdc15-2 AID-BCY1* (A40501) cells were grown to log phase in YEPD (supplemented with 138 μL glacial acetic acid for each 1 L YEPD) at 25°C and then shifted to 37°C for 6 h. *WT* and *WT AID-BCY1* cultures were kept in log phase, termed cycling, at OD_600nm_ 0.2–0.8, by diluting with pre-warmed (37°C) YEPD (supplemented with acetic acid). The auxin analogue IAA (500 μM) was added after 2 h and 4 h at 37°C. **(A–C)** Induced ESR ssGSEA projection values calculated from RNA-Seq gene expression data of the indicated strains and arrest timepoints. **(D–F)** Repressed ESR ssGSEA projection values calculated from RNA-Seq gene expression data of the indicated strains and arrest timepoints. WT ad WT AID-BCY1 data shown in A-F are from the same experiment. **(G–H)** Cell viability was measured for the indicated strains during a 9 h cell cycle arrest. Cells were plated and colony forming units were determined for each timepoint and normalized to the 0-h time point of each experiment. Error bars represent range of two experimental replicates. The same data for WT ad WT AID-BCY1 are shown in G-H for comparison.

We next asked whether constitutive activation of PKA would affect cell viability during prolonged cell cycle arrest. We grew *WT* and *cdc-ts* cells with and without the *AID-BCY1* construct for 9 h at 37°C and plated 300 cells on YPD plates at the permissive temperature to determine the number of cells that can still form a colony. Cell viability was normalized to the 2-h timepoint. Unfortunately, the sonication required to accurately determine cell concentration on the Coulter Counter appeared to separate the bud from the mother cell in *cdc15-2* cells once they began to arrest in anaphase. This caused all cells experiencing the *cdc15-2* arrest to die once sonicated, and therefore, *cdc15-2* and *cdc15-2 AID-BCY1* were not included in this analysis. *WT* and *WT AID-BCY1* did not have significantly different cell viability through the 9-h growth period at 37°C (Figures 4G, H). In contrast, *cdc28-13* cells had a cell viability of above 50% after the 9-h arrest, while viability dropped below 30% after 9 h when Bcy1 was depleted during the arrest (Figure 4G). Similarly, fewer *cdc20-1 AID-BCY1* cells survived throughout the 9-h arrest than *cdc20-1* cells (Figure 4H), but *cdc20-1* cells were less viable than *cdc28-13* cells throughout the arrest. We conclude that the inability to downregulate PKA leads to increased cell death during cell cycle arrest, potentially because cells are unable to activate a stress response.

### Constitutive activation of PKA prevents ribosome downregulation but not cytoplasm dilution

ESR activation in arrested *cdc-ts* cells coincides with growth attenuation, a reduced ribosome content (Figures 1A–C) and a reduced overall protein concentration in *cdc28-13* mutant cells (Neurohr et al., 2019). We thus asked whether constitutive PKA activation would prevent these phenotypes. We first analyzed how Bcy1 depletion affects cell volume. *WT AID-BCY1* cells grew larger than *WT* cycling cells (Figures 5A–C) upon auxin addition, for reasons we do not fully understand. *cdc20-1* strains carrying the *AID-BCY1* allele were larger to begin with, and auxin addition did not lead to a significant increase in growth rate (Figures 5A–C). In arrested *cdc28-13* and *cdc15-2* cells, depletion of Bcy1 accelerated volume increase (Figures 5A–C). Thus, all three *cdc-ts* strains attenuate growth less efficiently during cell cycle arrests when PKA is constitutively active, but Bcy1 depletion is not sufficient to fully restore exponential growth, indicating that other processes also contribute to growth attenuation during cell cycle arrests.

**FIGURE 5:**
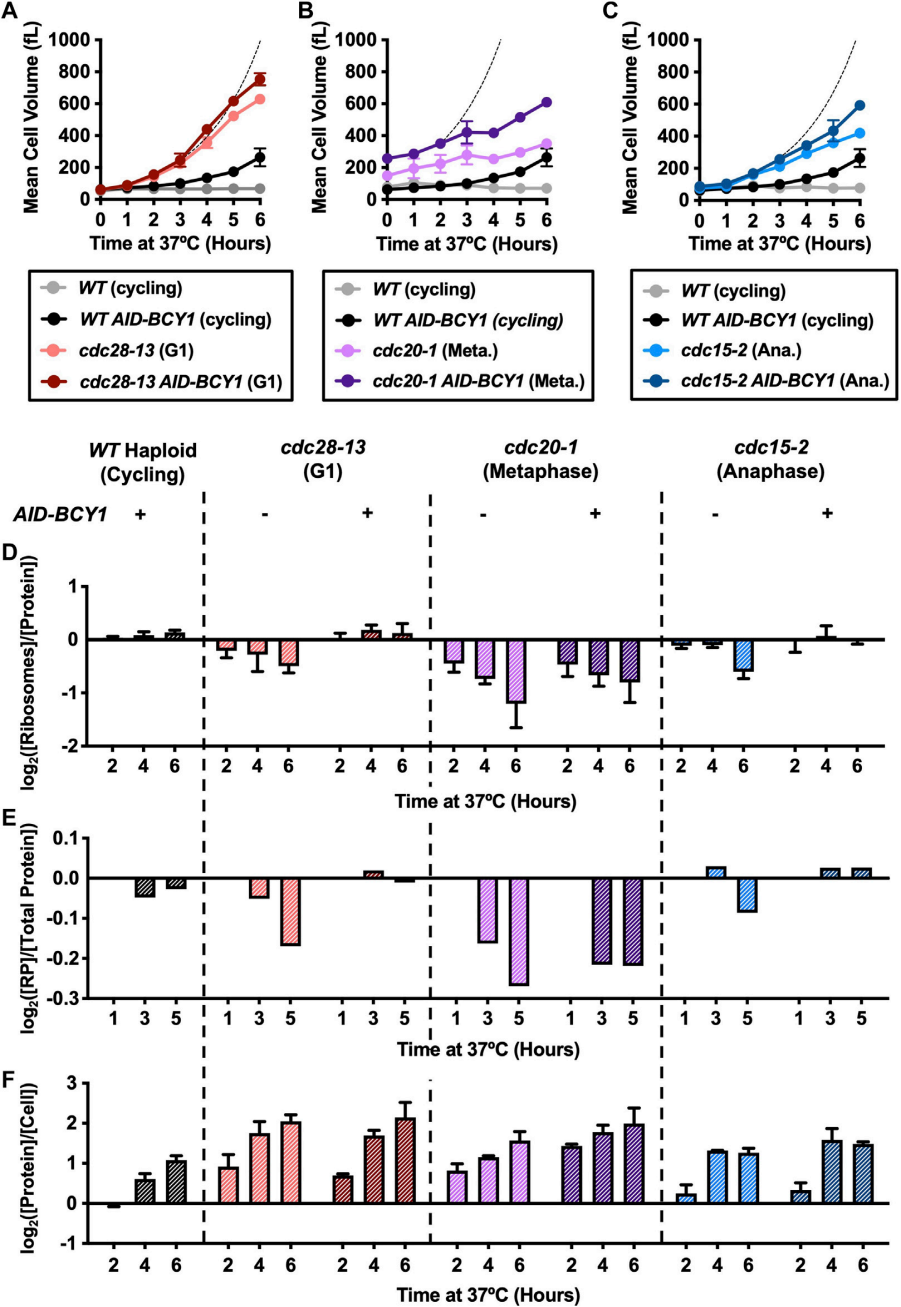
Hyperactivation of the Ras/PKA pathway attenuates ribosome depletion during cell cycle arrest. *WT* (A2587), *WT AID-BCY1* (A40439), *cdc28-13* (A39000), *cdc28-13 AID-BCY1* (A40444), *cdc20-1* (A937), *cdc20-1 AID-BCY1* (A40499), *cdc15-2* (A2596), and *cdc15-2 AID-BCY1* (A40501) cells were grown to log phase in YEPD (supplemented with 138 μL glacial acetic acid for each 1 L YEPD) at 25°C and then shifted to 37°C for 9 h. *WT* and *WT AID-BCY1* (cycling) cultures were kept at an OD_600nm_ between 0.2–0.8, by diluting with pre-warmed (37°C) YEPD (supplemented glacial acetic acid). The auxin analogue IAA (500 μM) was added after 2 h and 4 h at 37°C. **(A–C)** Mean cell volume (fL) was measured on a coulter counter for the indicated genotype. The same WT AID-BCY1 data is shown in A-C for comparison. The dashed line indicates theoretical exponential volume growth after BCY1 depletion (90-min doubling time). Error bars represent range of two experimental replicates. **(D)** Protein and intact ribosome concentrations were quantified as described in the method section and [Ribosome]/[Protein] was determined. Values were normalized to those of the WT cycling samples at each time point and subsequently log_2_ transformed. Error bars represent range of two experimental replicates. **(E)** TMT Proteomics was performed as described in the methods. The fraction of ribosomal proteins (RP) in total protein extracts ([RP]/[Total Protein]) was calculated. Values were normalized to the 1-h time point in each experiment and subsequently log_2_ transformed. **(F)** Protein concentration was quantified as above normalized to cell number determined using a coulter counter. Values were normalized to those of the WT cycling samples at each time point and subsequently log_2_ transformed. Error bars represent range of two experimental replicates.

As genes encoding ribosomal proteins and ribosome biogenesis factors are downregulated as part of the ESR, we next determined whether constitutive activation of PKA prevented the selective downregulation of ribosomes in arrested *cdc-ts* strains. There was no change in the ribosome fraction for *WT AID-BCY1* cells in comparison to *WT* cells, suggesting that PKA activation does not cause an increase in ribosome biogenesis in unstressed cells (Figures 5D, E). A decrease in the ribosomal proteome fraction was no longer observed in arrested *cdc28-13* and *cdc15-2* cells upon Bcy1 depletion (Figures 5D, E). In contrast, hyperactivation of PKA did not prevent the reduction in ribosome content in *cdc20-1* cells (Figures 5D, E), despite efficient suppression of the ESR at the transcriptional level (Figure 4B). While we do not understand the basis of this observation, it is consistent with the fact that Bcy1 depletion does not accelerate growth in arrested *cdc20-1* mutant cells. This observation also demonstrates the importance of directly analyzing ribosome content instead of relying on transcriptome data only. Importantly, the increase in the ribosomal proteome fraction did not fully restore exponential growth as described above and did not result in a substantial increase in overall cellular protein content (Figure 5F). As a consequence, the uncoupling of volume increase and protein synthesis we previously described in arrested *cdc28-13* cells is still observed when PKA is constitutively active (Supplementary Figure S4). We conclude that ribosomes are not the limiting factor for overall protein synthesis in arrested *cdc-ts* cells and that cytoplasm dilution is therefore not a consequence of ESR activation in oversized cells.

## Discussion

Previous work from our lab had thoroughly investigated the change in cell volume of *cdc-ts* mutants that were arrested in the cell cycle, but how cells regulate growth during these arrests and ensure survival remained unlcear (Goranov et al., 2009). Here we confirmed that after prolonged cell cycle arrest, cells of three independent *cdc-ts* strains attenuate growth. Growth attenuation coincided with a selective downregulation of ribosomes and reduced crowding in the cytoplasm, and this observation was evident in all described cell cycle arrests. In addition, cell cycle arrest coincided with activation of the ESR, a transcriptional signature indicative of reduced ribosome production. ESR strength correlates with cell volume across all cell cycle arrests and can be partially suppressed when cells are not dependent on importing essential amino acids from the environment. Hyperactivation of PKA prevents ESR activation in *cdc-ts* cells and decreases cell viability during long arrests. Additionally, cells with constitutively active PKA attenuated growth less efficiently during prolonged arrests. Constitutive activation of PKA prevented the selective downregulation of ribosomes but did not increase the overall cellular protein content in arrested cells. Taken together, we conclude that a reduction in PKA activity is required to survive long cell cycle arrests, potentially due to its central role in orchestrating stress response and cell growth through the environmental stress response.

The cause of ESR activation in *cdc-ts* arrests remains unknown but poses an important yet complex question to answer. It is possible that each strain studied may activate the ESR through a different mechanism, which might be related to the stage in which the cells are arrested or the mutation itself. Therefore, it is important to continue to study multiple *cdc-ts* strains in comparison to other cell cycle arrests, as we have done here. The fact that the extent of stress response activation correlates with cell volume across different cell cycle arrests (Supplementary Figures S3D, E) however suggests that the ESR is activated by a common arrest-associated stress (increasd cell size) rather than by arrest-specific stresses.

There are several possible mechanisms of ESR activation in *cdc-ts* cells. It is likely that ESR activation is mediated at least at some level by altered activity of the major growth regulatory pathways Ras/PKA and TORC1. For example, internal starvation for amino acids or glucose could result in reduced TORC1 or PKA activity. In addition, there are multiple MAP kinase pathways that are implicated in ESR activation in response to different stresses. Specifically, the cell wall integrity pathway may be activated in *cdc-ts* arrests when cells grow large, since cell volume increase would automatically lead to increased cell wall tension if turgor pressure remains constant (Laplace-law). Osmotic or oxidative stress could also activate a stress response through MAP kinase pathways, similar to human cells that activate the stress-induced MAP kinase p38 after prolonged G1 cell cycle arrests (Crozier et al., 2022). As these pathways are highly interconnected, it would not be surprising if multiple pathways were involved (Chasman et al., 2014). Further studies will be necessary to identify the upstream signal that activates the ESR in cell cycle arrested cells.

We found that constitutive activation of PKA suppresses activation of the ESR and increases the ribosome fraction of the proteome. Increasing ribosome concentration did however not increase the overall protein content of arrested *cdc-ts* cells (*Figure 5D-F, S4*), which suggests that ribosomes are not the limiting factor for protein synthesis in these cells. Ribosomes have been proposed to limit cell growth because growth rate and the ribosome fraction correlate in free living unicellular organisms (Metzl-Raz et al., 2017). Previous observations however indicate that when cells grow too large, DNA becomes limiting for macromolecule synthesis (Zhurinsky et al., 2010; Neurohr et al., 2019). This could explain why increasing ribosome content does not lead to an overall increase in protein production. If DNA were the only factor limiting protein synthesis in arrested *cdc-ts* mutants however, one would expect that cells arrested in metaphase (*cdc20-1*) or anaphase *(cdc15-2*) accumulate twice as much protein as cells arrested in G1 (*cdc28-13*), which is not the case (Figure 5F). Thus, other factors than DNA content must influence overall protein production capacity in these *cdc-ts* arrests.

Finally, questions remain concerning the mechanism by which cells maintain viability during a prolonged cell cycle arrest. When arrested cells were no longer able to downregulate PKA activity after Bcy1 depletion, cell viability decreased dramatically (Figures 4G, H). We do not know which PKA targets are critical for maintaining cell viability or what their respective contributions to survival are. Because large cell size reduces cell fitness (Neurohr et al., 2019), attenuation of cell growth through downregulation of ribosome biogenesis might contribute to survival in *cdc-ts* arrests. On the other hand, induction of protective stress-induced genes could contribute to survival. Understanding whether and how ESR activation protects arrested cells will require further studies.

In conclusion we have shown that cell cycle arrests lead to the activation of a canonical stress response, irrespective of the cell cycle phase in which cells are arrested. ESR activation correlates with growth attenuation and long term viability during prolonged cell cycle arrests. Our results are in agreement with the idea that the ESR orchestrates the reallocation of resources from cell growth to long term cell survival when cell proliferation is blocked.

## Materials and methods

### Yeast strains and growth conditions

Yeast strains used in this study are of the W303 background and described in the Supplementary Table S3. Unless otherwise noted, strains were grown in YEPD complete media at 30 °C. For stationary phase experiments, overnight cultures of *WT* cells were diluted to OD_600_ 0.1 and inucculated at 30°C. exponentially growing *cdc-ts* strains were grown at 25°C and shifted to 37°C for the experiments. For pheromone arrest experiments, cells were treated with 5 μg/mL alpha factor and 2 μg/mL alpha factor was added every 2 h throughout prolonged arrests. Rapamycin was used at a concentration of 5 nM. For auxin induced depletion experiments, strains were grown in YEPD supplemented with 138 μL glacial acetic acid for each 1 L YEPD. The auxin analogue indole-3-acetic acid (IAA, Sigma-Aldrich) was used at a concentration of 500 μM.

### Mean cell volume measurements

Sample cultures were subjected to mild sonication with a tip sonicator to break up cell clumps and 0.1 mL of culture was diluted 1:100 with Isoton II Diluent (Beckman Coulter). Cell volume was measured on a Beckman Multisizer 3 Coulter Counter to produce a histogram of the population’s cell volumes. Values above the half-maximal cell count were used to calculate the mean cell volume of the culture.

### Protein and ribosome quantification

Protein and ribosome concentrations were quantified using a quantitative ribosome purification method as described in Terhorst et al., 2020 (Terhorst et al., 2020). In short, 50 mL of sample culture were collected by centrifugation (300 rpm, 5 min) and pellets were flash frozen in liquid N_2_. After resuspension in 30 mL lysis buffer (20 mM Hepes pH 7.4, 100 mM potassium acetate, 2 mM magnesium acetate, 3 mM DTT, 0.5 mg/mL zymolyase, protease inhibitor (Roche, 11836170001)), cells were lysed with a French Press and lysates were cleared by centrifugation at 19′000 rpm for 20 min at 4 °C. Total protein concentration in the lysate ([Protein]) was determined by Bradford Assay (Biorad, 5000006).

15 mL of a 30% sucrose solution in lysis buffer were added to a ultracentrifugation tube and pre-chilled before addition of 10 mL cell lysate on top. Intact ribosomes were spun down into the sucrose cushion at 50,000 rpm for 4 h at 4°C. After removal of the supernatant pellets were air dried and resuspended in 1 mL lysis buffer. RNA concentration in the sucrose cushion, which corresponds to the concentration of isolated ribosomes ([Ribosome]), was measured on a Nanodrop (absorbance at A260 nm). [Ribosome]/[Protein] was calculated, and values were normalized to those of the *WT* cycling samples at each time point and subsequently log_2_ transformed. Error bars represent standard deviation from the mean of experimental replicates.

### TMT proteomics

TMT Proteomics was performed essentially as described in Rose et al., 2016 (Rose et al., 2016). 50mL of sample culture were collected by centrifugation (300 rpm, 5 min), and pellets were flash frozen in liquid N_2_. Cells were resuspended in 0.5 mL lysis buffer (8M Urea, 200 mM EPPS pH8.5, protease inhibitor (Roche, #11836170001)) and lysed through 9 rounds of bead beating (1 mL ceramic beads, Biospec 11079105z) on a FastPrep (Level 6, 45s pulse, 4°C). Tubes were pierced with a hot needle and centrifuged at 14,000xg for 10 min at 4°C to collect the lysate. Protein concentration in the lysate was measured by BCA Assay (Thermo Fisher Scientific, #22662).

Proteins were reduced with 10 mM DTT (Sigma, 1h, 56°C) and subsequently with 55 mM iodoacetamide (Sigma, 1h, 25°C, dark). Digestion was performed using modified trypsin at an enzyme:substrate ration of 1:50 in (Promega) in 100 mM ammonium bicarbonate (pH 8.9) overnight at 25°C and reactions were quenched in 5% formic acid (Fluka). Samples were desalted with Pierce Peptide Desalting Spin Columns (Thermo Fisher Science, # 89852). TMT labeling (10plex, Thermo) was performed as described by the manufacturer: Samples were dissolved in 100 mM triethylammonium bicarbonate (pH 8.5) and mixed with the respective TMT reagent dissolved in 41 µL anhydrous acetonitrile for 1 h at RT. Labelled samples were combined prior to drying *via* vacuum centrifugation.

Reverse phase HPLC (Thero Easy nLC1000) was performed on a precolumn (6 cm of 10 µm C18) and a self-pack 5 µm tip analytical column (12 cm of 5 µm C18). Samples were injected on a QExactive HF-X mass spectrometer (Thermo) operated in data-dependent mode (Full scan parameters: resolution of 70,000 across 350–2000 m*/z*, AGC 3e^6^, maximum IT 50 ms). The top 15 precursor ions of each cycle were further analyzed with MS/MS (NCE of 24, dynamic exclusion of 30 s). Raw data files were searched using Proteome Discoverer (Thermo) and Mascot (version 2.4.1, Matrix Science). TMT data was normalized to the median of each TMT channel and only peptides with Mascot scores of ≥25 and isolation interference of ≤30 were included.

[RP] was the sum of the isotopic abundances for all 40S ribosomal proteins, 60S ribosomal proteins, and 60S acidic ribosomal proteins with Total Peptide (TotPep) values greater than 2 and Unique Peptide (UniPep) greater than 1. [Total Protein] was the sum of isotopic abundances for all proteins with Total Peptide (TotPep) values greater than 2 and Unique Peptide (UniPep) greater than 1. [RP]/[Protein] values were normalized to the 1-h time point in each experiment and subsequently log_2_ transformed. The TMT data is summarized in Supplementary Table S1.

### GEM diffusion measurements

GEM diffusion measurements were essentially performed as described in Delarue et al., 2018 (Delarue et al., 2018). *WT* and *cdc-ts* strains expressing 40 nM-GEMs were imaged using a TIRF Nikon TI eclipse microscope equipped with a scMOS camera with a ×100 objective at a frame rate of 100 images per second for a total of 4 s. Particles were tracked using Mosaic (FIJI). Time averaged mean square displacement (MSD) curves were calculated for each trajectory and apparent diffusion coefficients were determined at a short timescale (<100 ms) as described (Delarue et al., 2018).

#### RNASeq

RNASeq was performed as described in Terhorst et al., 2020 (Terhorst et al., 2020). 5mL samples were spun down, washed with DEPC water and snap frozen in liquid N_2_. RNA was purified using an RNeasy kit (Qiagen) according to the manufacturers instructions. Libraries were prepared using Illumina Truseq followed by Roche KAPA. 

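The share of rRNA in the deposited TPM values was 75.1% to 82.7% in the cdc28-13 arrest, 80.8% to 84.2% in the stationary phase and 80.9% to 83.7% in the rapamycin experiment. It was 0.356% to 3.57% in the cdc15-2 arrest, 0.586% to 2.54% in the cdc20-1 arrest and 0.323% to 0.649% in the comparison of prototroph with auxotroph. The alpha factor libraries held 11.6% to 24.7% and the Bcy1 depletion libraries 3.74% to 33.4%. For these last experiments the sample labels give total RNA. Spike-in transcripts took 0.49% to 2.51% of the TPM in the stationary phase experiment, 1.08% to 1.83% in the rapamycin and 0.196% to 0.546% in the cdc28-13 experiment.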

For the *cdc28-13* arrest, stationary phase, and Rapamycin treatment (Figure 3) total RNA was sequenced while for all other samples mRNA was enriched to increase sequencing depth. Sequencing was performed on an Illumina HiSeq 2000. The RNA Seq data is summarized in Supplementary Table S2.

### Data processing and single-sample Gene Set Enrichment Analysis (ssGSEA)

Reads form raw RNA Seq data were aligned to the *S. cerevisiae* transcriptome using STAR (Dobin et al., 2013). RSEM (Li and Dewey, 2011) was used to quantify gene expression. TPM values were calculated, offset by +1, and log_2_ transformed (Subramanian et al., 2005) (Terhorst et al., 2020) iESR and rESR gene sets were defined based on Gasch et al., 2000 (Gasch et al., 2000) and ssGSEA projections were calculated as described in Tarca et al., 2013 (Tarca et al., 2013). 

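The sum of the TPM values recovered from the deposited table was within 1 of 1000000 in the Bcy1 depletion, alpha factor, prototroph, rapamycin and stationary phase experiments. It ranged from 625303 to 813264 in the cdc28-13 experiment, from 937521 to 1008141 in the cdc20-1 experiment and from 937161 to 1047827 in the cdc15-2 experiment. The values of the supplement (Supplementary Table S2) were compared with the table for 35 libraries, and none of 54855 values differed by more than 0.001.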

The ssGSEA method computes an enrichment value for a gene set from a gene expression sample by ranking genes using absolute expression level, rank normalizing the data and calculating scores for genes in the gene set and genes not in the gene set using the Empirical Cumulative Distribution Function (ECDF). The ssGSEA enrichment value for a gene set is then computed from the difference between “set” and “non-set” ECDF scores. While the parental GSEA method quantifies coordinated regulation of a gene set between experimental conditions, ssGSEA projections assess coordinated regulation of a gene set relative to non-set genes within a single sample.

### Cell viability measurements

1 mL samples of culture were diluted 1:100 diluted with Isoton II Diluent (Beckman Coulter) and used to determine cell concentration of the culture using a Beckman Multisizer 3 Coulter Counter. 300 cells were plated on YEPD agar plates and grown at 25°C until colonies appeared, approximately 3–5 days. Colonies were counted by hand, and values were normalized to the 2-h time point of each experiment.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: The RNA-Seq data presented in the study are deposited in the Gene Expression Omnibus (GEO) database, accession no GSE221908. The TMT-prroteomics data are deposited to the ETH Research Collection, DOI: https://doi.org/10.3929/ethz-b-000602269.

# Supplementary material for: The environmental stress response regulates ribosome content in cell cycle-arrested S. cerevisiae
**Source:** Front Cell Dev Biol. 2023 Apr 12;11:1118766. doi: 10.3389/fcell.2023.1118766
**Supplement:** Supplementary file 2

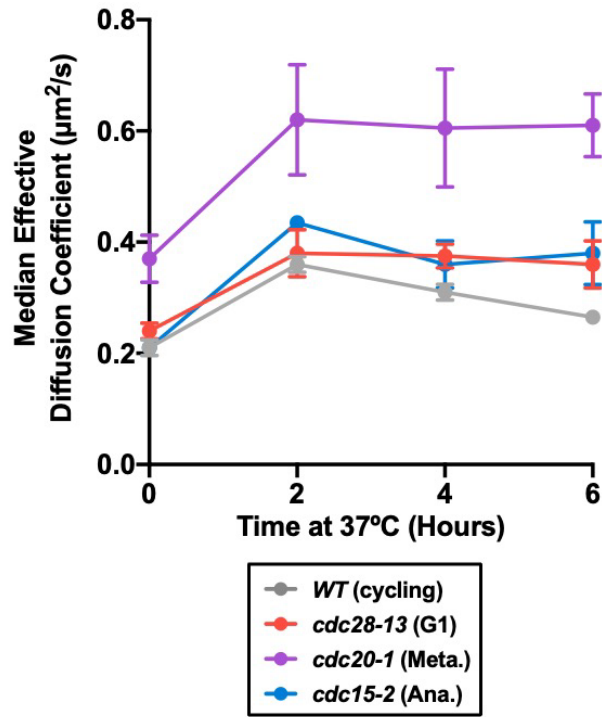

**Figure S1. Macromolecular crowding in *cdc-ts* mutants arrested in the cell cycle.**

*WT* (gray, A2587), *cdc28-13* (red, A39000), *cdc20-1* (purple, A937), and *cdc15-2* (blue, A2596) cells were grown to log phase in YEPD at 25°C and then shifted to 37°C for 6 hours. *WT* cultures were kept in log phase, termed cycling, at  $OD_{600nm} = 0.2-0.8$ , by diluting with pre-warmed (37°C) YEPD. GEM diffusion was performed as in (Delarue et al., 2018) to calculate median diffusion coefficients. Error bars represent range of two experimental replicates.

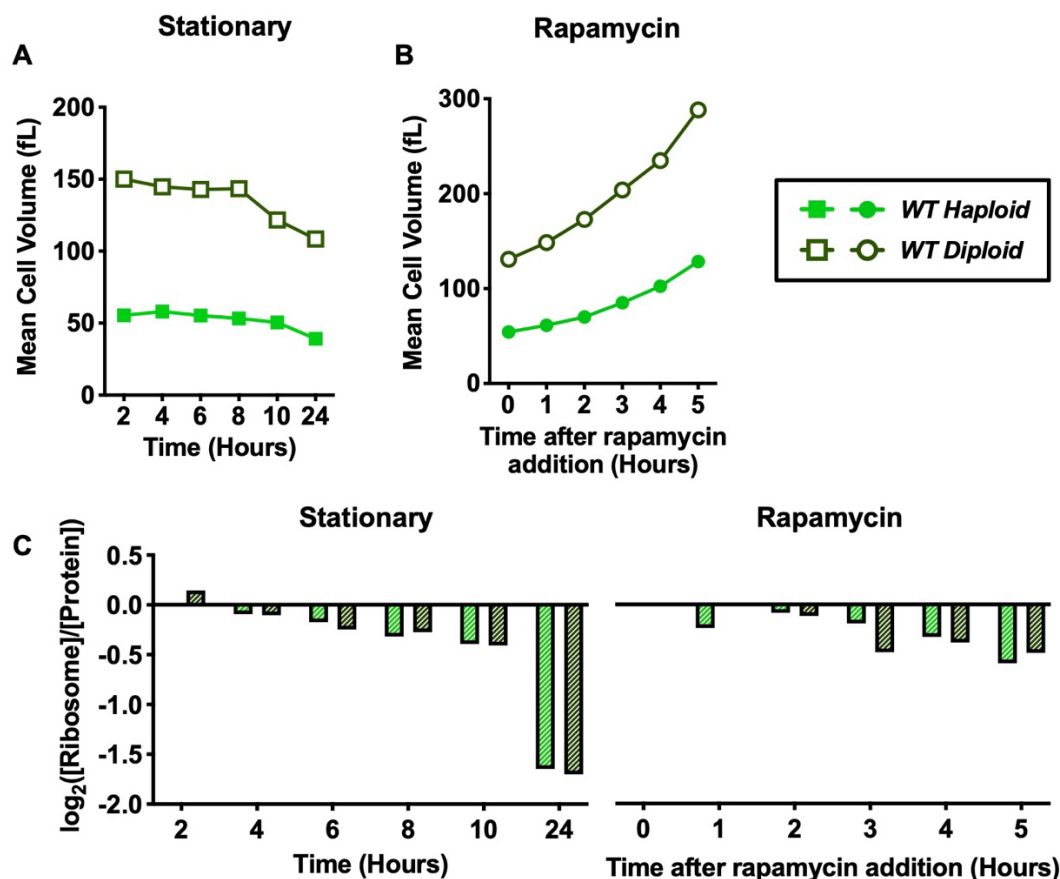

**Figure S2. Comparison of protein and ribosome quantification in haploid and diploid *WT* cells.**

For stationary phase experiments, *WT* haploid (green, A2587) and *WT* diploid (dark green, A33728) cells were grown in YEPD for 24 hours at 30°C. For rapamycin experiments, *WT* haploid (green, A2587) and *WT* diploid (dark green, A33728) cells were grown to log phase in YEPD at 30°C. 5 nM rapamycin was added to *WT* haploid cells, and 2.5 nM rapamycin was added to *WT* diploid cells. Cells were grown for 5 hours at 30°C in the presence of rapamycin. **(A-B)** Mean cell volume (fL) was measured for *WT* haploid (green) and *WT* diploid (dark green) cells grown **(A)** into stationary phase (squares) and **(B)** in the presence of rapamycin (circles). **(C)** Protein and ribosome concentrations were quantified using the method described in (Terhorst et al. , 2017).  $[Ribosome]/[Protein]$  was determined. Values were normalized to the 2-hour time point in stationary experiments and to the 0-hour time point in rapamycin experiments and subsequently  $\log_2$  transformed.

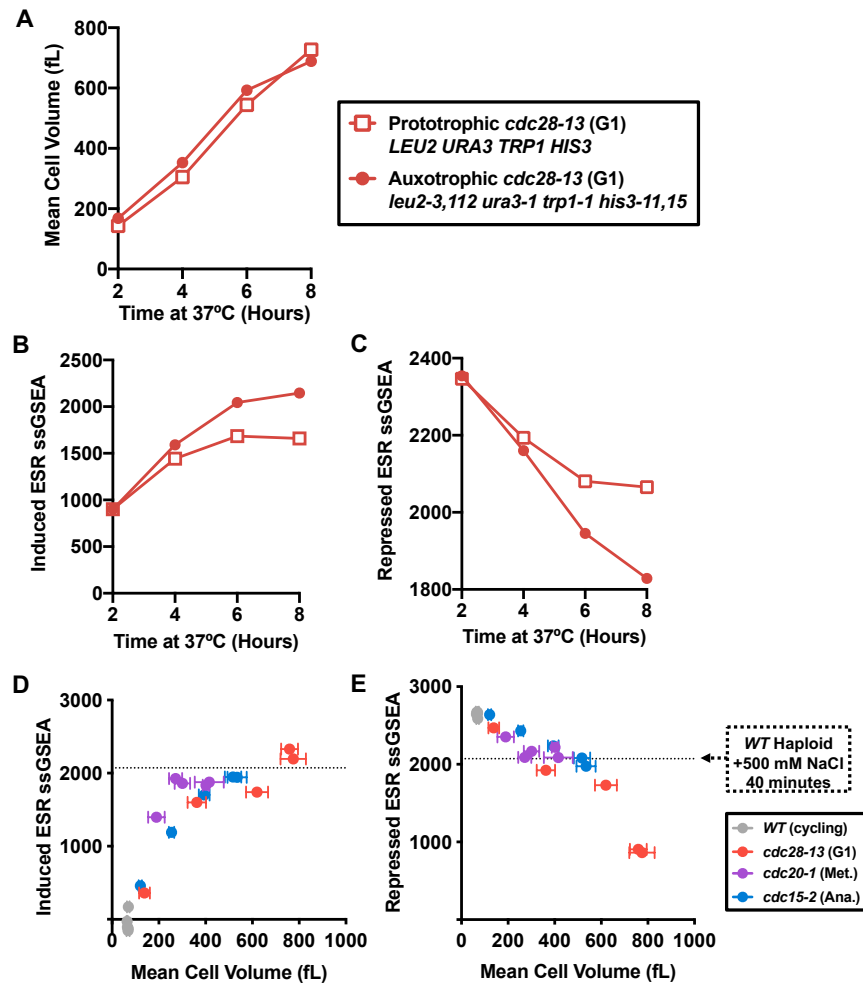

**Figure S3. Comparison of ESR activation in prototrophic *cdc28-13* cells and auxotrophic *cdc28-13* cells.**

Prototrophic *cdc28-13* (red squares, A41270) and auxotrophic *cdc28-13* (red circles, A17896) were grown to log phase in YEPD at 25°C. Cells were synchronized with alpha factor then shifted to 37°C for 6 hours.

(A) Mean cell volume (fL) was measured for prototrophic *cdc28-13* cells (red squares) and auxotrophic *cdc28-13* cells (red circles).

(B-C) RNA-Seq samples were collected, and gene expression data were analyzed by calculating ssGSEA projection values for the (B) induced ESR and (C) repressed ESR.

(D-E) Induced and repressed ESR ssGSEA values from Figure 3A and 3B plotted against mean cell volume (mean  $\pm$  SD) shown in Figure 1A. The induced ESR increases linearly with volume until reaching an apparent plateau that coincides with the positive control. No such plateau effect is apparent in the repressed ESR.

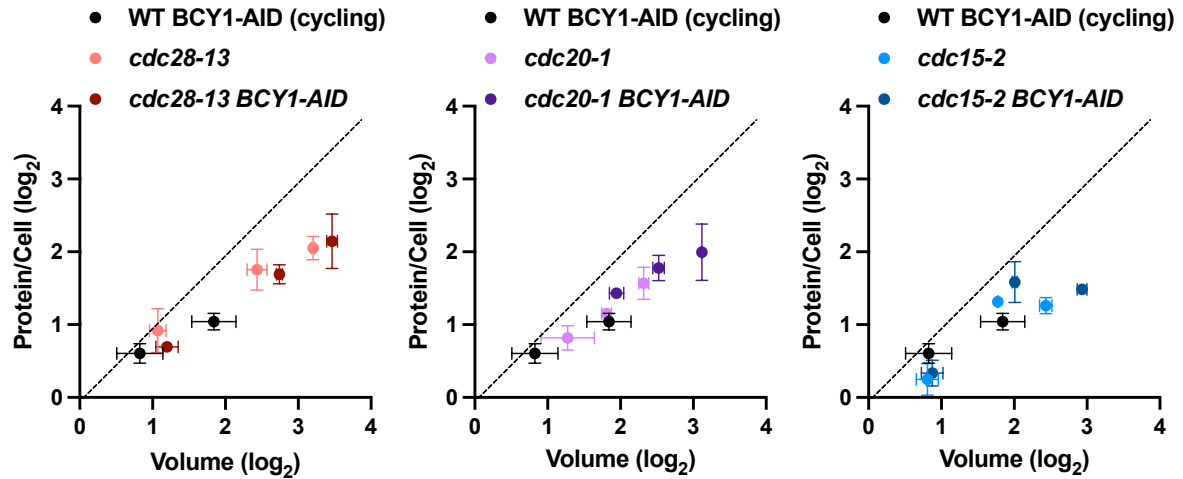

**Figure S4. ESR suppression does not prevent cytoplasm dilution.**

Protein amount per cell normalized to WT cycling cells as shown in Figure 5F plotted against cell volume shown in Figure 5A-C. The dotted line indicates perfect scaling of protein content with cell volume. WT-BCY1-AID data is identical on all graphs. Error bars represent the range of two experimental replicates.

| Name                               | Number | Genotype                                                                                                                                      | Source      |
|------------------------------------|--------|-----------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| <i>WT</i><br>Haploid               | A2587  | <i>MATa, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+</i>                                                                    | Nasmyth Lab |
| <i>cdc28-13</i>                    | A39000 | <i>MATa, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+, cdc28-13::URA3</i>                                                    | Amon Lab    |
| <u><i>cdc20-1</i></u>              | A937   | <i>MATalpha, cdc20-1, ura3, trp1, leu2, his3, ade2, can1</i>                                                                                  | Nasmyth Lab |
| <i>cdc15-2</i>                     | A2596  | <i>MATa, cdc15-2, leu2-3, ura3, trp1-1, omns, ade1</i>                                                                                        | Nasmyth Lab |
| <i>WT GEM</i>                      | LH4415 | <i>MATa, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+ HIS3::pINO4-PfV-Sapphire</i>                                           | Holt Lab    |
| <i>cdc28-13 GEM</i>                | LH4416 | <i>MATa, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+, cdc28-13::URA3 HIS3::pINO4-PfV-Sapphire</i>                           | Holt Lab    |
| <i>cdc20-1 GEM</i>                 | LH4417 | <i>MATalpha, cdc20-1, ura3, trp1, leu2, his3, ade2, can1 HIS3::pINO4-PfV-Sapphire</i>                                                         | Holt Lab    |
| <i>cdc15-2 GEM</i>                 | LH4418 | <i>MATa, cdc15-2, leu2-3, ura3, trp1-1, omns, ade1 HIS3::pINO4-PfV-Sapphire</i>                                                               | Holt Lab    |
| <i>bar1Δ</i>                       | A2589  | <i>MATa, bar1::HisG, leu2-3, ura3, trp1-1, his3, ade2, can1-100, GAL, psi+,</i>                                                               | Nasmyth Lab |
| <i>WT</i><br>Diploid               | A33728 | <i>MATa/alpha, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+</i>                                                              | Fink Lab    |
| <i>cdc28-13</i><br>Auxotroph       | A17896 | <i>MATa, cdc28-13, ADE2, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+</i>                                                            | Amon Lab    |
| <i>cdc28-13</i><br>Prototroph      | A41270 | <i>MATa, cdc28-13, ADE2, URA3, TRP1, HIS3, can1-100, GAL, psi+, cdc28-13, leu2::4xSTRE-GFP:LEU2</i>                                           | Amon Lab    |
| <i>WT</i><br><i>AID-BCY1</i>       | A40439 | <i>MATa, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+, KanMX:pRFA1:9Myc-AID-BCY1, leu2::pTEF1-osTIR::LEU2</i>                | Amon Lab    |
| <i>cdc28-13</i><br><i>AID-BCY1</i> | A40444 | <i>MATa, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+, cdc28-13::URA, KanMX:pRFA1:9Myc-AID-BCY1, leu2::pTEF1-osTIR::LEU2</i> | Amon Lab    |
| <i>cdc20-1</i><br><i>AID-BCY1</i>  | A40499 | <i>MATa, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+, cdc20-1, KanMX:pRFA1:9Myc-AID-BCY1, leu2::pTEF1-osTIR::LEU2</i>       | Amon Lab    |
| <i>cdc15-2</i><br><i>AID-BCY1</i>  | A40501 | <i>MATa, ade2-1, leu2-3, ura3, trp1-1, his3-11,15, can1-100, GAL, psi+, cdc15-2, KanMX:pRFA1:9Myc-AID-BCY1, leu2::pTEF1-osTIR::LEU2</i>       | Amon Lab    |

**Table S3. Yeast strains used in this study.** Description of the strain names, numbers, genotypes, and source used in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

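The samples are 159 RNA-seq libraries of S. cerevisiae in 8 experiments: the cdc28-13, cdc20-1 and cdc15-2 arrests, alpha factor arrest, stationary phase, rapamycin treatment, the comparison of a prototrophic with an auxotrophic cdc28-13 strain, and Bcy1 depletion. Condition, strain, time and treatment of each library were taken from the sample labels, the paper's methods and legends, and the strain table of the supplement. The authors aligned the reads with STAR, quantified them with RSEM, and deposited log2 values of TPM with an offset of 1. Versions of these programs and the genome build are not stated. TPM keeps no read depth, so the depth per library is unknown, and the precision of single values can be read only from replicates. The NaCl control, the cell volumes and the proteomics were not analysed here.

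The deposited values were turned back into TPM, rescaled to a total of 1000000 over the 6685 rows of nuclear open reading frames in each library, and transformed again to log2 with a pseudocount of 1. Genes with a mean of at least 1 on this scale within an experiment were kept. Names were assigned to identifiers from the R64 annotation. The analyses were run in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3 with limma 3.58.1.

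Differences per gene were tested with limma (linear model, empirical Bayes with a trend in the variance) and the Benjamini-Hochberg adjustment, with 0.05 as the threshold. All groups of an experiment entered a common fit. In the Bcy1 depletion, the library series entered as a covariate, and the pairing of AID-BCY1 with its parent comes from the series and time in the sample labels. The replicate numbers of the other experiments come from the sample labels too. Each gene table also counts genes whose libraries do not overlap between the groups. Experiments with a single library per group were not tested gene by gene.

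Lists of gene symbols for the stress-induced set (66 genes) and the ribosome set (258 genes, of which 257 were found and MDN1 was not) stand in for the gene sets of the paper, which it cites and does not print. The set difference is the median log2 difference of the set minus that of all genes kept. Its percentile comes from 10000 random lists of the same size, matched in 10 bins of mean expression. SD values are over differences between libraries with the same replicate number, or over pairs of series and time. The set difference is computed from group means, so it can lie outside the range of its pairs. ssGSEA projection values were computed on the deposited values with all 7130 rows ranked and a weight of 0.25. Groups of ssGSEA values were compared with exact permutation tests over all splits.

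The gene lists, the comparisons, the limma, set and ssGSEA tests and the alternatives were fixed before the data were examined. A rescaling that leaves out the open reading frames inside the ribosomal DNA, the splits of libraries, a matched test of AID-BCY1 effects between backgrounds and the tests of technical explanations were chosen after seeing the data. Genes were named only from those the paper names, genes fixed as checks of labels and arrests, a fixed list of members of the sets, and the 3 largest increases and 3 largest decreases among genes past the threshold whose libraries did not overlap or whose pairs all moved the same way. Not every gene under this rule is reported here. The alternatives were the deposited values without rescaling, centring on the median, a pseudocount of 0.1, no filter or a filter at 3, the replicate number as a block, no series covariate, culture as a random effect, only the compared groups in the fit, each replicate or pair left out, the mean of a set, parts of the ribosome set, sets of 100 genes derived from the rapamycin libraries, WT averaged over experiments, and ssGSEA weights of 0.75 and 0 or with only protein-coding genes ranked.

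The scripts were tested on simulated data. With 5998 genes and a change of 3 on the log2 scale, limma recovered 79 to 87 of 100 changed genes in 5 simulations, and with a change of 1.5 it recovered 46 to 54. Between 2.34% and 6.38% of its calls were false. The set difference passed its threshold in 14 of 14 simulated lists shifted by 0.3 and in 0 of 6 lists without a shift. The simulated genes varied independently, so these counts do not cover lists of genes that vary together. No 2 libraries were identical, and the largest correlation between libraries was 0.992.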

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

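All tests of explanations in this part were chosen only after the results were seen.

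In the Bcy1 depletion, 17 of 17 libraries labelled WT, WT AID-BCY1 and cdc15-2 AID-BCY1, strains listed as MATa, held more alpha-specific than a-specific transcripts. The paper does not report on these transcripts. The difference between the 4 alpha-specific and 6 a-specific genes averaged 5.79 on the log2 scale and ranged from 3.81 to 7.24. Among 107 other libraries with MATa labels, 2 also lay above 0, by at most 0.13, so the rule that no other library would lie above 0 was not met. The index was 3.75 or more in the deposited values, which are the authors' normalized values, so their normalization was not tested by it. It stood at 6.17 in WT AID-BCY1 before auxin, which goes against the treatment. The a-specific transcripts lay at -0.59 relative to cdc20-1, a MATalpha strain, which goes against a mixture of cells. Strains of the other mating type under these labels may explain the pattern. No biological explanation was tested.

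Libraries labelled diploid held haploid-specific transcripts, at a mean of 4.24 in the rapamycin experiment against 4.19 in libraries labelled haploid. In stationary phase the difference was -0.38, and in the deposited values -0.25, which does not test the authors' normalization. The a-specific transcripts averaged 4.93 in libraries labelled diploid and 5.30 in those labelled haploid in the rapamycin experiment, and 4.49 and 5.17 in stationary phase. Alpha-specific transcripts averaged 1.17 and 1.19 in libraries labelled diploid, so these libraries held more a-specific than alpha-specific transcripts. Cells that are not MATa/alpha under this label may explain these values, and no biological explanation was tested.

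TAR1, a gene inside the ribosomal DNA that the paper does not discuss, was 4.98 higher than WT at 9 h in cdc20-1 and 5.86 higher in cdc15-2, in single libraries. Relative to rRNA it lay 2.83 and 4.13 above WT at 9 h, but already 1.74 and 1.59 above WT at 2 h. Without rRNA as the reference, the difference at 2 h was 0.58 in cdc20-1 and -0.56 in cdc15-2, so a difference from the start does not account for the values at 9 h. rRNA carried over may account for part of the change. The deposited values, where the smaller difference at 9 h was 4.90, do not test the authors' normalization. Reads shared with the rRNA on the other strand were not tested, so a biological explanation cannot be told apart from these.

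In cdc28-13 at 9 h, protein-coding RNA without the ribosomal DNA changed by -1.36 per spike-in relative to WT on the log2 scale, lower in 3 of 3 libraries (exact permutation p = 0.1, the smallest possible). The paper does not analyse the spike-in transcripts. rRNA per spike-in changed by 0.0841 at 9 h (exact permutation p = 0.6). This goes against a different amount of spike-in or of total RNA per spike-in at 9 h, since either would move both. At 8 h the changes were -1.28 and 0.09 (exact permutation p = 0.1 and 0.8). At 2 h both measures lay above WT, by 0.42 and 0.57 (exact permutation p = 0.1 each). An unequal amount of spike-in or of RNA per spike-in is therefore not excluded at 2 h. The paper's text does not give the number of cells per spike-in, so the change per cell is unknown. No biological explanation was tested.

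The effect of AID-BCY1 differed from that in WT for 319 genes in cdc28-13 (79 higher, 240 lower), 539 in cdc20-1 (231 higher, 308 lower) and 599 in cdc15-2 (116 higher, 483 lower), as interaction terms in limma. The largest terms in cdc28-13 were those of YDR094W (3.07), HPF1 (2.81) and YFR052C-A (2.80), and of HSP30 (-2.81), MF(ALPHA)1 (-2.64) and SPG1 (-2.31). In cdc20-1 they were those of MFA2 (7.47), HMRA1 (6.79) and MFA1 (6.74), and of MF(ALPHA)1 (-9.19), MF(ALPHA)2 (-6.59) and HMLALPHA1 (-5.37), and in cdc15-2 those of MF(ALPHA)1 (7.81), HMLALPHA1 and MATALPHA1 (both 5.12), and of MFA2 (-7.06), HMRA1 (-6.75) and AGA2 (-5.51). The medians of all genes for these terms were -0.15, -0.11 and -0.16. With each library centred on its median, 270, 600 and 412 genes differed, of which 180, 419 and 326 were among the genes above, and in the deposited values 100, 298 and 251 of these genes still differed. Scaling may therefore account for part of them. With culture as a random effect, 174, 346 and 378 genes differed, all of them among the genes above, so shared cultures may account for part too. Mating-type genes lead in cdc20-1 and cdc15-2, but only 2.08% of the genes of either comparison were in both with opposite signs. Of the genes with a more negative effect in cdc28-13, 36.6% were higher at 9 h of the separate cdc28-13 arrest, against 10.9% of all genes. A larger fall of genes that the arrest raises is therefore a candidate explanation for part of the cdc28-13 genes. In 1 of 8 ways of swapping the 2 backgrounds within pairs, the real one, the count was as large in each of these 3 comparisons, and 8 ways cannot give a share under 0.05. The largest count among the other ways was 6.

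The lower stress-induced set in AID-BCY1 was weighed in the same way. It lay at -1.17 in WT, where both strains held the same mating-type transcripts, which goes against mating type. The most negative value before auxin was -0.48, so a strain difference present before auxin may account for part of the fall and not for all of it.

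The rapamycin effect at 5 h differed between libraries labelled haploid and diploid for 45 genes (6 higher, 39 lower), as an interaction term. The largest terms were those of PGA2 (11.02), YNR003W-A (9.79) and YOR302W (6.54), and of SNC1 (-4.20), YHR138C (-4.10) and HIS3 (-4.00). Centred libraries gave 42 genes, 40 of them among these, so scaling does not explain most of them. The paper gives diploid cells 2.5 nM and haploid cells 5 nM, whereas the sample labels give 5 nM for both, so a difference in dose cannot be ruled out. Of the 45 genes, 66.7% differed more between the labels at 0 h than at 5 h. Since an interaction needs labels that differ at 0 h or at 5 h, this share is partly built in, and a constant strain difference cancels in the term, so the share does not tell a strain difference from an effect of rapamycin.

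Among the results with 4 pairs, 2 had a single pair far from the others, and chance gives 5.2. These were CDC20 in WT, where the pair of series d113 at 6 h lay at a gap of 0.874 of the range, and RPL3 in cdc20-1, where the pair of series d226 at 6 h lay at a gap of 0.874. Chance may therefore explain both.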

How the results depend on the processing

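The rescaling without the ribosomal DNA and the splits of libraries were chosen only after the results were seen.

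Of 160 alternative counts of genes, 131 lay within 1.5 times the main count and 29 did not. Of 202 alternative set differences, 1 was reversed and 1 fell short of the threshold. Another 7 came from leaving out a replicate, which leaves single libraries and no test, and moved by more than the SD between replicates. The other 193 kept their direction, and those with a test their side of the threshold, but many changed in size, and the stress-induced set in stationary phase ranged from 0.76 to 4.25. All 14 alternative ssGSEA values kept their direction, between 1971 and 2538 for the stress-induced set and between -1566 and -1132 for the ribosome set in cdc28-13 at 9 h. Of the genes followed through the alternatives, in each comparison under the naming rule, 84 kept their side of the threshold and 17 did not under some alternative, with 47 values weaker, 2 stronger and 0 reversed. The cause was not tested for any of the changes below.

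With only the compared groups in the fit, 40 genes differed in cdc28-13 at 2 h in place of 82. After rapamycin, 782 and 601 differed in libraries labelled haploid and diploid in place of 1356 and 1167. In stationary phase 973 and 858 differed in place of 1513 and 1384, and with AID-BCY1 in WT 715 in place of 1479. A pseudocount of 0.1 gave 73 genes with a ploidy difference in place of 45. For the genes whose AID-BCY1 effect differs from WT in cdc28-13, cdc20-1 and cdc15-2 (319, 539 and 599), the deposited values gave 102, 302 and 252, and culture as a random effect gave 174, 346 and 378. Without the series as a replicate block, these counts were 197, 359 and 408.

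Leaving out each replicate gave 16 to 36 genes in cdc28-13 at 2 h, 2717 to 2759 at 8 h and 2394 to 2429 at 9 h. Leaving out each pair gave 869 to 1762 genes for AID-BCY1 in WT, and 64 to 222, 151 to 1414 and 167 to 491 genes for the differences from WT. The set differences stood at 3.80 to 3.84 and -3.04 to -3.00 in stationary phase, and at 2.67 to 2.71 and -2.54 to -2.49 after rapamycin. The ribosome set for AID-BCY1 in WT ranged from -0.02 to 0.20 and reversed to -0.0196 without a single pair at 4 h. With the set derived from rapamycin, the ribosome set in the prototroph fell short of the threshold at 0.28. That set gave smaller stress-induced values throughout, such as 1.23 in cdc28-13 and 0.58 in cdc15-2 at 9 h and -0.17 for AID-BCY1 in WT.

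Same-numbered libraries did not deviate together in the cdc28-13 (correlation 0.0129 to 0.0344), rapamycin (-0.0375 to -0.0213) and stationary phase experiments (-0.0113 to 0.0021). With the replicate number as a block, 80, 3341 and 3000 genes differed in cdc28-13 at 2, 8 and 9 h, 1354 and 1176 after rapamycin, 43 between ploidies, and 1477 and 1370 in stationary phase. Permutation within the block of replicate numbers gave exact p = 0.25 for the ssGSEA differences of 2327 and -1389, the smallest p of 3 pairs. No paired analysis was possible because there was a single library per group in the cdc20-1, cdc15-2, alpha factor and prototroph experiments.

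Scaling moved the split of higher and lower genes. Centring gave 39 and 43 at 2 h, 1132 and 1443 at 8 h and 1114 and 1343 at 9 h in cdc28-13 (main 20 and 62, 594 and 2764, 643 and 2400), and leaving out the ribosomal DNA, chosen after seeing the data, gave 33 and 39, 1094 and 1361, and 1069 and 1197. After rapamycin in haploid cells (972 and 384) these gave 704 and 589, and 1387 and 238. In libraries labelled diploid (764 and 403) they gave 577 and 534, and 1218 and 251, and the deposited values 633 and 546. Leaving out the ribosomal DNA gave 755 and 625 in stationary haploid cells (614 and 899). In stationary libraries labelled diploid (638 and 746) it gave 682 and 578, and centring gave 538 and 884. For AID-BCY1, centring gave 1016 and 916 in WT (567 and 912, and 960 of 1186 lower in the deposited values), 1399 and 1043 in cdc28-13 (580 and 1514), 1389 and 1078 in cdc20-1 (727 and 1362) and 1813 and 1163 in cdc15-2 (699 and 1666). For the differences from WT it gave 139 and 131 in cdc28-13 (79 and 240; deposited values 46 and 56), 314 and 286 in cdc20-1 (231 and 308, and 148 of 302 lower in the deposited values), and 175 and 237 in cdc15-2 (116 and 483).

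Of the 4 ways of swapping the labels of same-numbered cdc28-13 and WT libraries, 1, the real one, gave as many genes at 2 h, 8 h and 9 h, and the others gave at most 1. Of the 8 ways of swapping AID-BCY1 and parent within pairs, 1, the real one, gave as many genes in WT, cdc28-13, cdc20-1 and cdc15-2, and the others gave at most 306, 377, 727 and 490. Neither number of splits can give a share under 0.05. The unknown read depth limits what can be said of genes with low values.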

Differences from the paper's values

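The values compared here were read from the figures by eye, and no test was chosen for them. Of 19 ssGSEA values compared, 3 differed by more than 1.5 times, and all 19 lay above the paper's. The gene lists differ from the paper's, which it does not print.

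The ribosome set in cdc28-13 at 9 h stood at 1497, against about 850 in the paper (Fig. 3B, read by eye). The weights of 0.75 and 0, the ranking of only protein-coding genes and leaving out each replicate, all set before the data were examined, left this difference in place. In stationary phase at 24 h the ribosome set stood at 1187 in haploid cells, against about 400 in the paper (Fig. 3F, read by eye), and neither the weights nor the ranking closed the gap. The stress-induced set in cdc15-2 AID-BCY1 at 6 h stood at 349.6, against about 150 in the paper (Fig. 4C, read by eye). The weight of 0 (136) and the ranking of only protein-coding genes (180.0) brought it within range of the paper's value, and the weight of 0.75 (752) did not.

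The paper describes the iESR value of cdc28-13 as level after 6 h. Here it rose from 2519.8 in the single library at 6 h to 3039.8 at 8 h. The paper describes a continued fall of the rESR in cdc28-13 throughout the arrest. Here it stood at 1461 at 8 h and 1497 at 9 h.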

Other observations

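No test in this part was chosen after the result was seen.

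In libraries labelled diploid, 1384 genes differed between 24 h and 2 h of growth (638 higher, 746 lower), and 1167 between 5 h and 0 h of rapamycin (764 higher, 403 lower). The medians of all genes moved by 0.10 and 0.13. The largest changes at 24 h were those of GRE1 (12.29), SIP18 (11.80) and DPA10 (10.60), and of RPS28B (-8.12), YOR072W-B (-8.01) and RPL9A (-7.95). With rapamycin they were those of YOR302W (8.76), YNL054W-A (8.45) and DPI8 (7.05), and of YLR076C (-7.18), YLR339C (-7.02) and RPL18B (-6.88). The stress-induced set stood at 4.62 (pairs at 4.24 and 4.54) at 10 h and 3.08 (SD 0.64, n = 2) at 24 h of growth, and the ribosome set at -4.07 (SD 0.21, n = 2) and -2.83 (pairs at -2.82 and -2.52). With rapamycin the stress-induced set stood at 1.79 (SD 0.14, n = 2) after 1 h and 2.21 (SD 0.07, n = 2) after 5 h, and the ribosome set at -4.17 (pairs at -4.13 and -4.08) after 2 h and -2.31 (pairs at -2.29 and -2.15) after 5 h.

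LEU2 lay between 0 and 1.39 in all libraries labelled AID-BCY1 and between 5.25 and 7.94 in the libraries of their parents. The AID-BCY1 libraries before auxin are among these, and the strain table lists an insertion at leu2 in the AID-BCY1 strains.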
